# p300 suppresses the transition of myelodysplastic syndromes to acute myeloid leukemia

**DOI:** 10.1172/jci.insight.138478

**Published:** 2021-10-08

**Authors:** Na Man, Gloria Mas, Daniel L. Karl, Jun Sun, Fan Liu, Qin Yang, Miguel Torres-Martin, Hidehiro Itonaga, Concepcion Martinez, Shi Chen, Ye Xu, Stephanie Duffort, Pierre-Jacques Hamard, Chuan Chen, Beth E. Zucconi, Luisa Cimmino, Feng-Chun Yang, Mingjiang Xu, Philip A. Cole, Maria E. Figueroa, Stephen D. Nimer

**Keywords:** Hematology, Epigenetics, Leukemias

## Abstract

Myelodysplastic syndromes (MDS) are hematopoietic stem and progenitor cell (HSPC) malignancies characterized by ineffective hematopoiesis and an increased risk of leukemia transformation. Epigenetic regulators are recurrently mutated in MDS, directly implicating epigenetic dysregulation in MDS pathogenesis. Here, we identified a tumor suppressor role of the acetyltransferase p300 in clinically relevant MDS models driven by mutations in the epigenetic regulators TET2, ASXL1, and SRSF2. The loss of p300 enhanced the proliferation and self-renewal capacity of *Tet2-*deficient HSPCs, resulting in an increased HSPC pool and leukemogenicity in primary and transplantation mouse models. Mechanistically, the loss of p300 in *Tet2-*deficient HSPCs altered enhancer accessibility and the expression of genes associated with differentiation, proliferation, and leukemia development. Particularly, p300 loss led to an increased expression of *Myb*, and the depletion of *Myb* attenuated the proliferation of HSPCs and improved the survival of leukemia-bearing mice. Additionally, we show that chemical inhibition of p300 acetyltransferase activity phenocopied *Ep300* deletion in *Tet2*-deficient HSPCs, whereas activation of p300 activity with a small molecule impaired the self-renewal and leukemogenicity of *Tet2-*deficient cells. This suggests a potential therapeutic application of p300 activators in the treatment of MDS with TET2 inactivating mutations.

## Introduction

Normal hematopoiesis is a process that involves the coordination of stem and progenitor cell self-renewal and differentiation. Hematopoietic cell fate is determined by the patterns of gene expression, which are directed by the chromatin structure and the presence or absence of transcription factors (TFs) and cofactors. The regulation of hematopoiesis requires specific and highly ordered epigenetic programming, including dynamic changes in DNA methylation, histone modifications, and chromatin remodeling. Recently, systematic genome profiling screens have identified recurring epigenetic dysregulation in hematopoietic malignancies (1).

Myelodysplastic syndromes (MDS) are among the most common hematological malignancies, with an increased incidence during aging. MDS are stem cell diseases featured by ineffective hematopoiesis with peripheral blood cytopenias, dysplastic and aberrant hematopoietic cell differentiation, and increased leukemia transformation potential (2). Somatic and germline mutations in MDS patients affect genes encoding DNA methylation regulators (TET2 and DNMT3A), chromatin modifiers (ASXL1 and EZH2), splicing factors (SRSF2, U2AF1, and SF3B1), TFs (EVI1, RUNX1, and GATA2), and signaling pathway intermediates (3). Among these mutations, *TET2* inactivating mutations are found in approximately 20% of MDS patients but are also seen in patients with acute myeloid leukemia (AML) and myeloproliferative neoplasms (4–7). TET2 converts 5-methylcytosine to 5-hydroxymethylcytosine (5-hmC), a key step in the dynamic regulation of DNA methylation. The loss of *Tet2* in hematopoietic cells leads to a global loss of 5-hmC and hematopoietic defects, including enhanced hematopoietic stem cell (HSC) self-renewal, myeloid cell expansion, and an increased propensity to develop MDS or acute leukemia (8–13).

p300, encoded by the *Ep300* gene, is a lysine acetyltransferase (KAT) that plays pivotal roles in cellular proliferation and signal transduction by acting as a transcriptional cofactor and chromatin modifier (14). In normal hematopoietic cells, p300 regulates HSC self-renewal and differentiation (15) and the loss of p300 impairs B and T cell differentiation (16, 17). In malignant hematopoiesis, it is currently unclear whether p300 plays a suppressive or an oncogenic role. For example, in AML1-ETO–driven leukemia, p300 acetylates AML1-ETO to promote leukemia and inhibition of p300 KAT activity impairs leukemia cell growth (18, 19). However, *Ep300* mutations are found in patients with myeloid neoplasia and the low expression level of p300 is a poor prognostic marker (20). Our previous work also identified a tumor suppressor role of p300 in myeloid transformation based on a *Nup98-Hoxd13*–transgenic mouse model of MDS (21, 22). Comutations of *EP300* and *TET2* are found in patients with myeloid neoplasms (23). Moreover, p300 directly acetylates TET2 and these enzymes cooperate to regulate HSC enhancer function and facilitate transcription (24, 25). Yet, the direct molecular and biological effects of p300 deletion or inhibition on HSC homeostasis in the absence of TET2 are still unknown.

Here, we demonstrate that p300 is a general epigenetic suppressor of MDS progression using 4 clinically relevant, genetically engineered MDS mouse models: *Tet2^+/–^*, *Tet2^–/–^*, *Asxl1^+/–^* and *Srsf2^P59H^*. In all models, *Ep300* deletion shortened the survival of the mice and accelerated the development of MDS/AML. We focused primarily on the influence of p300 loss in *Tet2*-deficient hematopoiesis and found that the loss of p300 promoted the self-renewal and proliferation of *Tet2-*deficient hematopoietic stem and progenitor cells (HSPCs), resulting in an increased HSPC pool in the bone marrow and accelerated leukemia transformation. Mechanistically, the loss of p300 in *Tet2-*deficient HSPCs affected the interplay between enhancers and TF networks altering the expression of genes related to differentiation, signal transduction, immune response, cell proliferation, and oncogenicity. In particular, we found that the loss of p300 increased the expression of the proto-oncogene *Myb* in multiple MDS models, identifying a common mechanism underlying the accelerated disease progression seen after p300 loss. Accordingly, the depletion of *Myb* reversed the hyperproliferative phenotype of HSPCs lacking both p300 and TET2. We also show that manipulating p300 catalytic activity by small molecules exacerbated or mitigated *Tet2*-deficient hematologic malignancies.

## Results

### The loss of p300 in Tet2-deficient mouse models shortened survival and accelerated the development of MDS and progression to AML.

To investigate the role of p300 in MDS progression driven by *Tet2* deficiency, we crossed *Tet2*-deficient (*Tet2^–/–^* and *Tet2^+/–^*) mice with hematopoietic-specific conditional knockout *Ep300* mice and generated primary and transplantation mouse models. The deletion of *Ep300* was verified by quantitative RT-PCR in the bone marrow cells 2 weeks after poly(I:C) administration (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.138478DS1).

The loss of p300 in *Tet2-*deficient mice greatly accelerated disease development and significantly shortened their survival (Figure 1A). The moribund *Ep300*Δ*/*Δ*Tet2^–/–^* and *Ep300*Δ*/*Δ*Tet2^+/–^* mice showed an increased WBC count (Figure 1B) and splenomegaly and granulocytic sarcomas (Figure 1C and Supplemental Figure 1C). Increased blasts in the peripheral blood and bone marrow and splenic infiltration were also observed in *Ep300*Δ*/*Δ*Tet2^–/–^* and *Ep300*Δ*/*Δ*Tet2^+/–^* mice (Figure 1D), suggesting the onset of leukemia. The flow cytometry data confirmed that the loss of p300 increased the frequencies of c-Kit^+^ cells and lineage^–^ Sca1^+^c-Kit^+^ (LSK) cells in the bone marrow (Figure 1, E–G); we also found an increased percentage of myeloid cells (Mac1^+^; Figure 1H) and a decreased percentage of B cells (B220^+^; Figure 1I). We found no difference in the RBC count, hemoglobin, platelet count, or the percentage of T cells (CD3^+^) in the bone marrow of the various moribund mice (Supplemental Figure 1, D–G). The results from the transplantation models further confirmed the shortened survival and accelerated leukemia development (Figure 1J). In contrast, the deletion of p300 in WT mice did not alter hematopoiesis significantly (Figure 1 and Supplemental Figure 1). Taken together, our in vivo results indicate that the loss of p300 in the context of monoallelic or biallelic loss of *Tet2* accelerated disease progression and the onset of leukemia.

### The loss of p300 promoted the proliferation and self-renewal of Tet2-deficient HSPCs.

To further examine the initial consequences of p300 loss on hematopoiesis in *Tet2-*deficient mice, we analyzed HSPC numbers and function 2 weeks after *Ep300* deletion. As shown in Figure 2, A and B, and Supplemental Figure 2A, the frequency and absolute number of HSPCs were significantly increased after *Ep300* deletion in both *Tet2^–/–^* and *Tet2^+/–^* mice, but not in the WT mice, suggesting that the early loss of p300 perturbed HSPC function in the context of *Tet2* deficiency. Further analysis revealed that p300 loss in *Tet2-*deficient mice decreased the frequency of long-term HSCs (LT-HSCs) and increased the frequencies of multipotent hematopoietic progenitors (MPPs) and common myeloid progenitors within the HSPC population (Figure 2, C–E, and Supplemental Figure 2, B and C). This suggests that the loss of p300 in *Tet2-*deficient mice impaired HSPC differentiation and enhanced skewing toward myeloid progenitors.

Next, we performed serial replating assays to investigate the self-renewal and proliferation of *Tet2*-deficient HSPC after p300 loss. As shown in Figure 2F, the loss of p300 enhanced the replating capacity of *Tet2*^+/–^ HSPCs, suggesting an enhanced self-renewal. Moreover, the loss of p300 increased the number of colonies generated by *Tet2*-null HSPCs, indicating an enhanced proliferation as well (Figure 2, G and H). In vivo Ki67 and BrdU assays showed increased frequencies of Ki67^+^ cells and BrdU^+^ cells in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs compared with *Tet2^–/–^* HSPCs, further confirming the hyperproliferative phenotype of *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs (Figure 2I). Meanwhile, the deletion of p300 did not affect the self-renewal of normal HSPCs (Supplemental Figure 2D). Taken together, the in vivo and in vitro results demonstrate that the loss of p300 enhanced the self-renewal and proliferation of *Tet2-*deficient HSPCs, increasing the bone marrow HSPC pool and accelerating leukemia development of the doubly deficient mice.

### The loss of p300 reprogrammed the epigenetic landscape and transcription network to enhance the proliferation and leukemogenicity of Tet2-null HSPCs.

Because TET2 and p300 played cooperative roles in maintaining the epigenome and enhancer landscape of HSPCs (26, 27), and our phenotypic data indicate that the loss of p300 in *Tet2-*deficient mice accelerated MDS progression, we next examined the TET2-independent function of p300 in HSPCs by comparing the epigenetic and gene expression profile of *Tet2^–/–^* HSPCs, before and after p300 loss.

Because TET2 catalyzes the conversion of 5 mC to 5 hmC and promotes DNA demethylation, to determine whether further loss of p300 affects DNA hydroxymethylation status, we performed DNA hydroxymethylation profiling (5-hMeDIP-Seq). As expected, *Tet2*^–/–^ HSPCs showed a global reduction in 5-hmC–enriched regions, compared with WT HSPCs. The deletion of *Ep300* in WT HSPCs resulted in a modest loss of 5-hmC (Supplemental Figure 3A), possibly reflecting the previously reported effects of p300-mediated acetylation on TET2 stability and activity (24). However, the deletion of *Ep300* in *Tet2*-null HSPCs induced minimal changes on global DNA hydroxymethylation levels (Supplemental Figure 3A).

Because p300 acetylates histone H3 at K27, a mark associated with active transcription and enhancer activity, we examined how p300 loss affects the distribution of H3K27ac and the enhancer landscape, in *Tet2*-null lineage^–^ (Lin^–^) bone marrow cells by performing ChIP-Seq analyses (Supplemental Figure 3B). 

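Lin- cells are the bone marrow cells that remain after cells with surface markers of mature blood lineages are removed, and they are rich in stem and progenitor cells. Chromatin of Lin- cells from WT, *Ep300*Δ*/*Δ, *Tet2-/-*, and *Ep300*Δ*/*Δ*Tet2-/-* mice was precipitated with antibodies to H3K27ac, H3K4me1, and H3K4me3. H3K27ac lies at active promoters and enhancers, H3K4me1 at enhancers whether active or not, and H3K4me3 mainly at promoters. The files hold 1 library for each of the 4 genotypes and 3 marks, so no difference between genotypes could be set against a spread between mice, and no *P* values were computed. Each precipitation combined 5 μg of chromatin with 1 μg of antibody and 10 ng of *Drosophila* chromatin as a spike-in. The methods describe paired-end 75-bp reads, whereas the sample labels call the libraries single-end. The authors aligned the reads to mm10 and deposited the peaks of each library, with a fold enrichment over the H3 library and a −log10 *q* for every peak. These are the authors' values and were used only to rank or filter peaks within 1 list. The depth of the libraries is unknown from peak lists, and a deeper library can yield more peaks, so numbers of peaks describe calls and not amounts of acetylation. H3K4me1 peaks numbered 107392 in WT, 90738 in *Ep300*Δ*/*Δ, 98069 in *Tet2-/-*, and 93465 in *Ep300*Δ*/*Δ*Tet2-/-* cells, and H3K4me3 peaks ranged from 25012 in *Ep300*Δ*/*Δ to 27807 in *Tet2-/-* cells. Lists were compared by the rule of the methods: a pair of lists was merged, and a merged region was lost if no peak of the second list, or gained if no peak of the first, overlapped it by at least 1 bp. Shares of regions are given with exact Clopper-Pearson 95% intervals, which cover counting error only. The deleted genes themselves kept their promoter acetylation: *Ep300* (chromosome 15, 81585351 to 81652077 of GRCm38) had 2 H3K27ac peaks in all 4 lists, and *Tet2* (chromosome 3, 133463679 to 133545139) had promoter peaks in all 4. The peaks therefore give no check on the deletions.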

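In WT cells, 29659 H3K27ac peaks covered 18.7 Mb of the genome, against 22727 peaks over 11.5 Mb in *Ep300*Δ*/*Δ cells. On the *Tet2*-null background, 24539 peaks covered 15.0 Mb in *Tet2-/-* cells and 18327 peaks covered 11.9 Mb in *Ep300*Δ*/*Δ*Tet2-/-* cells. Median peak width was 497 bp in WT, 402 bp in *Ep300*Δ*/*Δ, 490 bp in *Tet2-/-*, and 535 bp in *Ep300*Δ*/*Δ*Tet2-/-* cells, so peaks became narrower after *Ep300* deletion on one background and wider on the other. The order of the 4 lists by number of peaks changed when only peaks with a −log10 *q* of at least 5 were kept, since *Ep300*Δ*/*Δ then had the fewest, 14183. From WT to *Ep300*Δ*/*Δ cells, 11639 of 29313 regions were lost (39.7%; interval, 39.1% to 40.3%) and 2587 were gained. H3K4me1 lost 36.7% (36.4% to 37.0%) of its regions from WT to *Ep300*Δ*/*Δ cells, and H3K4me3 lost 15.4%. On the *Tet2*-null background, H3K4me1 and H3K4me3 lost 31.1% (30.8% to 31.4%) and 13.3% (12.9% to 13.7%), smaller shares than the 37.8% of H3K27ac. H3K4me1 gained a larger share than H3K27ac there, 23.4% against 15.0% of the regions in *Ep300*Δ*/*Δ*Tet2-/-* cells. Both of these marks also lost more regions than they gained there, at 1.47 lost H3K4me1 regions per gained region and 1.46 for H3K4me3.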

In agreement with its role as transcriptional coactivator, the deletion of *Ep300* resulted in a genome-wide reduction of H3K27ac signal (Supplemental Figure 3B). The loss of p300 in *Tet2*-null cells led to a reduction in H3K27ac signal at 8950 genomic sites (Supplemental Figure 3C). 

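Merging the H3K27ac peaks of *Tet2-/-* and *Ep300*Δ*/*Δ*Tet2-/-* cells gave 23675 regions with a *Tet2-/-* peak, of which 8950 were lost (37.8%; interval, 37.2% to 38.4%) and 14725 retained. A further 2595 regions were gained, so that 3.45 regions were lost for each one gained. The lost regions were mostly the weaker ones of their list. When the *Tet2-/-* regions were ranked by fold enrichment and divided into 4 equal parts, 113 of the 5918 strongest were lost (1.91%; 1.58% to 2.29%), and the share rose to 21.6%, 54.7%, and 73.0% in the weaker parts. The WT regions followed the same order, from 1.56% lost in the strongest part to 76.2% in the weakest. The median width was 339 bp for lost and 740 bp for retained regions. The count depended most on how many weak peaks entered: with only peaks in the upper part of their list by fold enrichment, divided at the median, counted as lost, 1433 regions remained. With the strongest 18327 peaks of each list by −log10 *q*, which gives both lists one size, 4154 regions were lost and 3798 gained. At equal sizes the excess of losses is fixed by how many peaks merge into shared regions. These 2 counts are therefore no evidence for or against a loss.

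**Figure D1:**
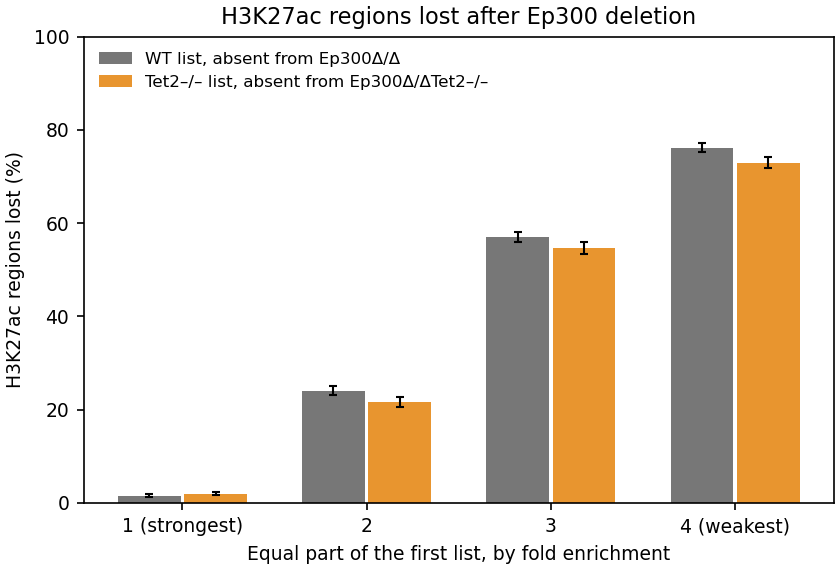
Share of H3K27ac regions lost after *Ep300* deletion (y axis, percent) in each of 4 equal parts of the first list, from the highest to the lowest fold enrichment (x axis). Bars are 1 library per genotype, gray for WT and orange for *Tet2-/-* regions, and error bars are exact 95% binomial intervals; the share lost rises from 1.91% to 73.0% along the *Tet2-/-* list.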

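The regions acetylated in *Tet2-/-* but not in *Ep300*Δ*/*Δ*Tet2-/-* cells had 5978 different genes at their nearest annotated transcript start, at a median distance of 3.31 kb. Promoters, taken as 3000 bp on either side of a transcript start, held 48.5% (interval, 47.5% to 49.6%) of these regions, introns 30.2%, exons 3.83%, and intergenic sequence 17.4%. Among the retained regions 80.7% (80.1% to 81.4%) lay at promoters, at a median distance of 0.001 kb from the nearest start. Regions acetylated only in *Ep300*Δ*/*Δ*Tet2-/-* cells had 2275 nearest genes, and 894 genes were nearest to regions of both kinds, so an assignment to a lost region did not exclude a gained region at the same gene. Of all *Tet2-/-* regions at promoters 26.8% (26.1% to 27.5%) were lost, and of those outside promoters 61.9% (60.8% to 63.0%). At the lost regions an H3K4me1 peak was present for 75.0% in *Tet2-/-* cells and for 71.9% in *Ep300*Δ*/*Δ*Tet2-/-* cells. Pathway enrichment was not analysed here.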

Genes annotated to H3K27ac lost peaks were significantly enriched in pathways involved in differentiation, signal transduction, chronic myeloid leukemia, and TNF signaling (Figure 3A and Supplemental Table 1). We then identified active enhancers by overlapping H3K27ac and H3K4me1 ChIP-Seq peaks and analyzed the enhancer landscape of *Tet2*-null cells after p300 loss. 

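The definition was applied to the peak lists of each genotype: an active enhancer was an H3K27ac peak that overlapped an H3K4me1 peak of the same cells and no promoter. In *Tet2-/-* cells, 7640 H3K27ac peaks lay outside promoters, and 6548 of these carried H3K4me1, 26.7% (interval, 26.1% to 27.2%) of all H3K27ac peaks. In *Ep300*Δ*/*Δ*Tet2-/-* cells, 4253 peaks lay outside promoters and 3720 were active enhancers (20.3%; 19.7% to 20.9%). The corresponding WT list had 9505 active enhancers (32.0%) and that of *Ep300*Δ*/*Δ cells 5093 (22.4%). Part of this difference goes with the length of the lists. With lists of equal size, a comparison chosen after seeing the data, regions outside promoters made up 23.1% (22.5% to 23.7%) in *Tet2-/-* and 23.7% (23.0% to 24.3%) in *Ep300*Δ*/*Δ*Tet2-/-* cells, which left no smaller share after the deletion. On the WT background they made up 30.7% (30.1% to 31.3%) in WT and 25.5% (24.9% to 26.1%) in *Ep300*Δ*/*Δ cells.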

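Comparing the enhancers of *Tet2-/-* and *Ep300*Δ*/*Δ*Tet2-/-* cells by overlap gave 3950 lost of 6404 *Tet2-/-* regions (61.7%; interval, 60.5% to 62.9%), 2454 retained, and 1146 gained. Of the lost enhancers 59.8% were intronic, 33.0% intergenic, and 7.19% exonic, whereas 40.1% of the gained ones were intergenic (37.2% to 43.0%). The retained enhancers were placed like the gained ones, with 40.0% (38.0% to 41.9%) intergenic and 52.4% intronic. Most calls that changed were those of H3K27ac. An H3K4me1 peak was still present in *Ep300*Δ*/*Δ*Tet2-/-* cells at 3573 of the lost enhancers (90.5%; 89.5% to 91.4%), and it was already present in *Tet2-/-* cells at 890 of the gained ones (77.7%; 75.1% to 80.0%). At 85 of the lost and 173 of the gained enhancers the other genotype had an H3K27ac peak as well, so that H3K4me1 or the distance to a promoter decided the class. The numbers were most sensitive to weak peaks: with enhancers counted only from the upper part of the ranked lists, divided at the median fold enrichment, 556 were lost and 154 gained. With H3K27ac lists of equal size, 1637 were lost and 1570 gained, so the excess of losses was nearly gone. Equal sizes also remove any difference in length that comes from a loss of acetylation. The cause was not tested.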

Notably, p300 loss dramatically reprogrammed the enhancer landscape in *Tet2*-null cells, with a loss of 5204 active enhancers and a gain of 1732 active enhancers (Supplemental Figure 3D and Supplemental Table 2). 

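Consensus sequences of 6 families of hematopoietic transcription factors were searched on both strands within 100 bp of the summit of the *Tet2-/-* enhancers, with CTCF as a seventh motif. The share of lost enhancers was compared with that of retained enhancers and with lost sequences shuffled so that their dinucleotides were kept. The ETS consensus CMGGAART occurred in 213 of the lost enhancers (5.39%; interval, 4.71% to 6.14%), above the 2.58% (2.11% to 3.13%) of the shuffled sequences but level with the 5.58% (4.71% to 6.57%) of the retained enhancers. The RUNX consensus AACCACA was found in 5.47% (4.78% to 6.22%) of lost, 4.44% (3.66% to 5.33%) of retained, and 3.67% (3.11% to 4.31%) of shuffled sequences. The GATA consensus reached 4.00% of lost and 3.67% of retained enhancers, and the NF-κB consensus was found in 83 lost and 50 retained ones. The IRF consensus was found in 1.37% of lost and 1.92% of retained enhancers, and the MYB consensus in 7.72% and 7.29%, with 8.28% after shuffling. The intervals of lost and retained enhancers overlapped for all 7 motifs at this width. With 250 bp on either side, the ETS consensus was less frequent in lost (16.7%; 15.6% to 17.9%) than in retained enhancers (20.2%; 18.6% to 21.9%), and so was the IRF consensus, at 5.90% (5.18% to 6.68%) against 8.68% (7.60% to 9.86%). Against shuffled sequences at this width, lost enhancers were higher beyond the intervals for ETS (6.36% shuffled), RUNX (15.8% against 9.45%), GATA (13.8% against 10.8%), and IRF (3.29% shuffled). They were not for NF-κB (5.09% against 4.56%), MYB (19.0% against 20.3%), or CTCF. A fixed consensus misses weaker sites that a weight matrix would count.

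**Figure D2:**
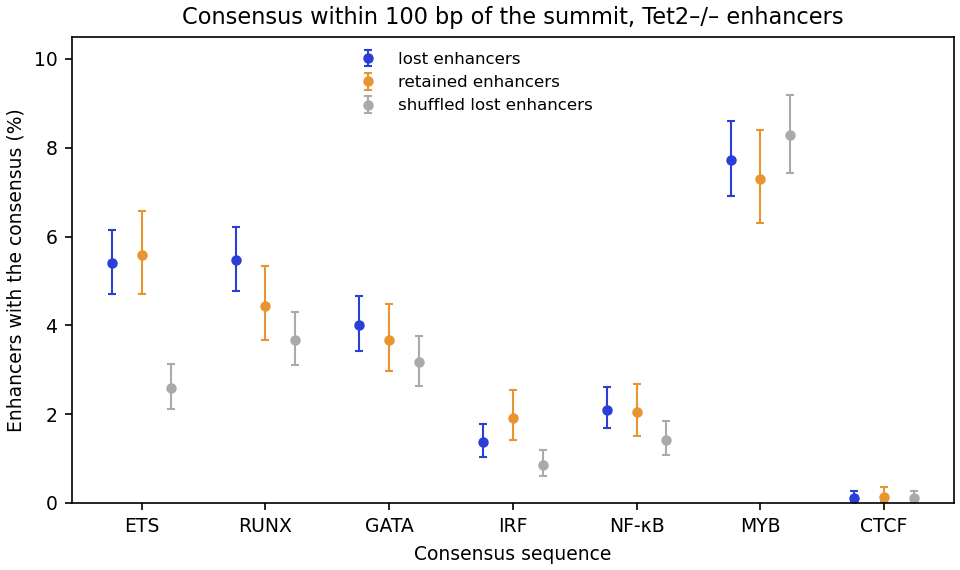
Share of enhancers with each consensus sequence within 100 bp of the peak summit (y axis, percent) for 7 transcription factor families (x axis). Points are the 3950 lost and 2454 retained enhancers of *Tet2-/-* cells and shuffled lost sequences, with exact 95% binomial intervals; lost and retained points overlap for every family.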

Motif analyses of the altered enhancers showed enrichment for binding sites of key hematopoietic regulators including Ets, Runx, Gata, Irf8, NF-κB, and Myb family members (Figure 3B and Supplemental Figure 3D). These data reveal that p300 controlled the activity of a specific subset of enhancers in *Tet2*-deficient hematopoietic cells, enhancers that control the expression of genes involved in differentiation and leukemic transformation.

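The genes with the most lost enhancers at their nearest start were *Ptk2b* with 11, *Pde4d* with 9, and *Cdk6*, *Foxp1*, and *Gm17088* with 8 each. The lost enhancers with the highest fold enrichment in *Tet2-/-* cells lay near *1810024B03Rik* (chromosome 2, 127182656 to 127183499 of GRCm38, intergenic, 36.3-fold), *Stard10* (chromosome 7, 101310229 to 101311565, intergenic, 34.5-fold), and *Bex6* (chromosome 16, 32200186 to 32201252, intergenic, 29.3-fold). *Cnr2* followed with an intronic region (chromosome 4, 135898599 to 135899322, 27.9-fold), and *Gm25125* with an intergenic one (chromosome 9, 85496582 to 85497052, 18.0-fold). The sequence around the summit was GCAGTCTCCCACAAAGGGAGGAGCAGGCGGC at the first of these, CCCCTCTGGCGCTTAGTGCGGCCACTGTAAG at the *Stard10* region, and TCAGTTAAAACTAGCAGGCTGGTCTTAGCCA within *Cnr2*. All 5 regions still had an H3K27ac peak in *Ep300*Δ*/*Δ*Tet2-/-* cells and left the class for another reason, such as a missing H3K4me1 peak near *1810024B03Rik*, *Bex6*, and *Gm25125*. The gained enhancers with the highest fold enrichment in *Ep300*Δ*/*Δ*Tet2-/-* cells, near *Zfp119b* (chromosome 17, 55931597 to 55933102, 35.0-fold), *Gm43907*, *Gm44738*, *Pom121l2*, and *Gm38144*, likewise had an H3K27ac peak in *Tet2-/-* cells but no H3K4me1 peak there. Loss was partly shared with the WT background. Of the 5262 lost *Tet2-/-* regions that were also acetylated in WT cells, 45.7% (interval, 44.4% to 47.1%) were lost from WT to *Ep300*Δ*/*Δ cells, compared with 6.48% (6.08% to 6.90%) of the retained ones. The lost regions were weaker, and among retained regions weighted to the same fold enrichment the share was 19.8% (bootstrap interval, 18.3% to 21.0%). The paper states that these data reveal control by p300 over a specific subset of enhancers in *Tet2*-deficient cells.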

Because the regulation of gene expression by enhancers can be reflected in chromatin accessibility, we performed ATAC-Seq assays using HSPCs from *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* mice (Supplemental Figure 3E). We found that p300 loss in *Tet2*-null HSPCs triggered alterations in chromatin accessibility, mostly at the intronic and intergenic regions (potential enhancer regions), and most often associated with a gain in ATAC-Seq signal (Supplemental Figure 3F). These additional epigenetic alterations may have occurred due to secondary or indirect effect of p300 loss in *Tet2^–/–^* cells. Of note, increases in chromatin accessibility were reported in *Tet2^–/–^* hematopoietic progenitors and AML cells, which were also suggested to be induced indirectly or secondarily by TET2 loss (25). Interestingly, changes (gains and losses) in ATAC-Seq signals in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs (compared with *Tet2^–/–^* HSPCs) annotated to genes related to UV response, signal transduction, inflammatory response, and hypoxia (Figure 3C and Supplemental Table 3). To better identify potential TF binding patterns affected by p300 loss in the context of *Tet2^–/–^* cells, we analyzed our ATAC-Seq data using a recently developed computational method, *diffTF* (25, 28). The loss of p300 in *Tet2*-null HSPCs increased the binding accessibility of Spi1, Gata, Tal1, Irf, and Cebp TF families and decreased the binding accessibility of NF-κB and Myb family members (Figure 3D), indicating a major impact on transcription networks that control HSPC function.

To determine whether the alterations in the enhancer landscape induced by p300 loss in *Tet2^–/–^* HSPCs were associated with changes in gene expression, we performed RNA-Seq and Gene Set Enrichment Analysis (GSEA) using HSPCs isolated from WT, *Ep300*Δ*/*Δ, *Tet2^–/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice (Supplemental Figure 4, A–C, and Supplemental Table 4). The loss of p300 or Tet2 in normal HSPCs altered the expression of genes related to signaling pathways and proliferation, which is consistent with previous reports (29, 30). In *Tet2*-null HSPCs, p300 loss led 939 genes downregulated and 438 genes upregulated (Supplemental Figure 4B). GSEA analyses of the differentially expressed (DE) genes in *Tet2*-null HSPCs following *Ep300* deletion showed downregulation of genes that control hematopoietic differentiation (such as B cell and T cell differentiation), signal transduction (such as WNT, Notch and KRAS signaling), as well as inflammatory response (including IL2-STAT5 signaling and TNF-a signaling), and apoptosis (Figure 3E and Supplemental Figure 4, C and D). Notably, we observed a positive enrichment in gene pathways governing DNA repair and proliferation, such as E2F targets and Myc targets (Figure 3E). These results indicate that p300 loss triggered major alterations in the epigenomic landscape of *Tet2*^–/–^ HSPCs, resulting in altered gene expression patterns that affect their proliferation and differentiation, which is consistent with the hyperproliferative and enhanced self-renewal capacity of *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs (Figure 2).

To assess the association between the altered enhancer landscape and differential gene expression after p300 loss in *Tet2*-null hematopoiesis, we overlapped the DE genes and the genes that annotated to the altered enhancers. As shown in Figure 3F, out of 939 downregulated genes after p300 loss, 284 genes showed a loss of nearby active enhancers (i.e., loss of H3K27ac enrichment at intronic and intergenic regions marked by H3K4me1). These 284 genes are enriched for pathways controlling immune response, hypoxia, apoptosis, signal transduction, and differentiation (Figure 3G), and included important regulators of hematopoiesis such as *Dntt* and *Notch1* (Figure 3, H and I; refs. 31, 32). These changes likely reflect a direct effect of p300 on the enhancer accessibility and transcription output of *Tet2^–/–^* cells.

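The lost enhancers had 2674 different genes at their nearest transcript start, at a median distance of 10.8 kb. Of these genes, 1899 had a single lost enhancer and 775 had more than 1. Retained enhancers were present at 794 of the genes as well, and 382 also had a gained enhancer. A gene counted by a lost enhancer nearby can therefore keep acetylation at its other enhancers. Assignment to the nearest start does not show which gene an enhancer acts on. The overlap with the downregulated genes was not analysed here.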

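*Notch1* (ENSMUSG00000026923.15) lies on the minus strand of chromosome 2 from 26457903 to 26516663 of GRCm38. It was the nearest gene of 4 lost enhancers and 1 retained enhancer. The strongest of the lost ones, 6.43-fold enriched in *Tet2-/-* cells, lay upstream of the gene from 26534507 to 26535377, 17844 bp from a transcript start. *Dntt* (ENSMUSG00000025014.13) lies on the plus strand of chromosome 19 from 41029275 to 41059525. *Tet2-/-* cells had an H3K27ac peak within the gene from 41030936 to 41031209, with a fold enrichment of 6.26, and *Ep300*Δ*/*Δ*Tet2-/-* cells had none there. This peak was 1551 bp from a transcript start, inside the promoter window, and so was not an active enhancer. It became one, and was lost, when promoters were narrowed to 1500 bp on either side. An intergenic enhancer 12772 bp from a *Dntt* start was retained (41016129 to 41016503), with fold enrichments of 4.46 in the *Tet2-/-* list and 7.99 in the *Ep300*Δ*/*Δ*Tet2-/-* list, which were called separately.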

### The elevated Myb expression induced by p300 loss in Tet2-null HSPCs influenced the hyperproliferative phenotype.

In addition to the downregulated genes, associated with a loss of nearby putative enhancers after p300 depletion in *Tet2*-null HSPCs, we observed a small portion of genes that gained expression and gained active enhancers (i.e., enrichment of H3K27ac at intronic and intergenic regions marked by H3K4me1) in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs compared with *Tet2^–/–^* HSPCs (Figure 4A). Among these genes, we identified the *Myb* locus and the *Hoxb* gene cluster (Figure 4, A and B, and Supplemental Figure 5, A and B), which have both been directly associated with enhanced proliferation and oncogenicity of HSCs (33, 34). 

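The 438 genes that the paper lists as upregulated in Supplemental Table 4 were set against the genes nearest to gained enhancers. Of the 46 upregulated genes with an active enhancer in *Tet2-/-* or *Ep300*Δ*/*Δ*Tet2-/-* cells, 14 had a gained one (30.4%; interval, 17.7% to 45.8%). These were *Adcy9*, *Arhgef12*, *Asph*, *Cdcp1*, *Dclk2*, *Def8*, *Mink1*, *Nfic*, *Smyd2*, *Tbxas1*, *Tgm2*, *Tha1*, *Ttc39a*, and *Vash1*. Among 10000 random lists of 46 genes with the same numbers of enhancers per gene, the median was 11 genes and the central 95% of lists lay between 6 and 17. The observed count was above 76.04% of these lists and within their range, so the 14 genes were not more than such lists often held. The upregulated genes were measured in sorted HSPCs and the enhancers in Lin- cells, which can weaken a link between them. The paper's own lists share 28 such genes, and that number was not compared with random lists here. With each enhancer given to the nearest protein-coding start, the count was 22 of 62 genes, above 87.24% of random lists. In all, 1020 genes were nearest to a gained enhancer.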

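*Myb* (ENSMUSG00000019982.15) lies on the minus strand of chromosome 10 from 21124935 to 21160984 of GRCm38. No enhancer lost or gained between *Tet2-/-* and *Ep300*Δ*/*Δ*Tet2-/-* cells had *Myb* as its nearest gene. One H3K27ac peak at *Myb* was gained in *Ep300*Δ*/*Δ*Tet2-/-* cells, from 21159501 to 21159815, 1035 bp from a start and so inside the promoter window. For context, the span between the neighbors *Ahi1* and *Hbs1l*, chosen after the values were seen, held 9 H3K27ac peaks in *Tet2-/-* and 11 in *Ep300*Δ*/*Δ*Tet2-/-* cells. Within it, the enhancers at 21086793 to 21087036 and 21235408 to 21235644 were gained, with fold enrichments of 4.38 and 5.71, and the enhancer at 21227031 to 21227362 was lost, with 3.93. Their nearest genes were *Gm48189* for the first and *Gm33728* for the other pair. By protein-coding starts alone, the gained ones were nearest to *Ahi1* and *Hbs1l*, and the lost one was nearest to *Myb*. In the *Hoxb* cluster on chromosome 11, the intergenic enhancer at 96311821 to 96312219 was gained, 4911 bp from the start of *Hoxb5os* and with a fold enrichment of 4.23. It carried an H3K4me1 peak in both genotypes, and the enhancer beside it at 96310688 to 96311679 was retained. The gained region also lay within an H3K4me3 peak in all 4 genotypes, at 96310674 to 96312530 in *Tet2-/-* cells. No *Hoxb* enhancer was gained when promoters were defined by H3K4me3 or when peaks within 500 bp counted as shared. All of the lost and gained H3K27ac peaks named here were in the weaker part of their list, where calls changed most between lists.

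**Figure D3:**
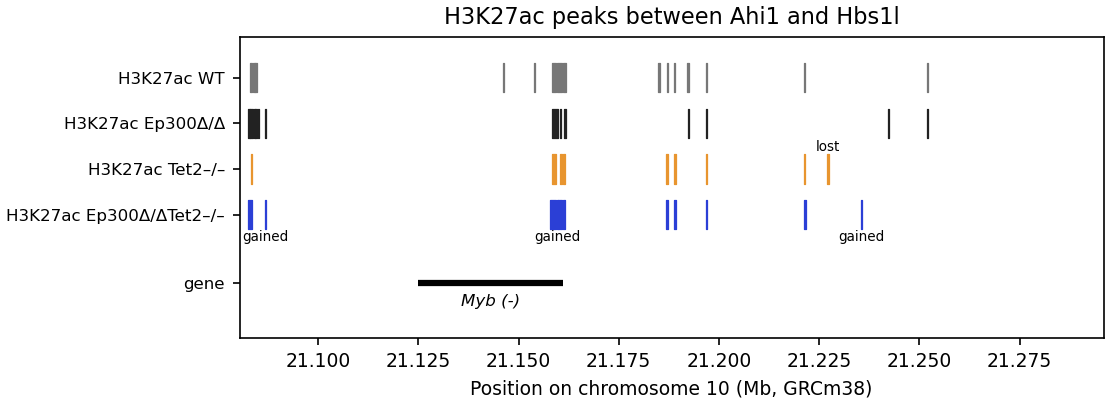
H3K27ac peaks between *Ahi1* and *Hbs1l* (x axis, position on chromosome 10 of GRCm38 in Mb) in 1 library of each of 4 genotypes (y axis), with the *Myb* gene as a black line and its strand in parentheses. Boxes are peaks drawn to scale; the words mark the 1 region lost and the 3 regions gained in *Ep300*Δ*/*Δ*Tet2-/-* compared with *Tet2-/-* cells.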

The ChIP-X Enrichment Analysis (ChEA) of the DE genes between *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* HSPCs also revealed a significant enrichment for Myb target genes (Figure 4C). Thus, we hypothesized that the elevated expression of *Myb* triggered by p300 loss in *Tet2*-null HSPCs may have driven the changes in gene expression and subsequent alterations in HSPC function, including malignant transformation. To evaluate this hypothesis, we identified Myb target genes by performing ChIP-Seq analyses of Myb in WT Lin^–^ cells and compared them with the gene expression profile (Supplemental Table 5). Notably, 350 DE genes in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs compared with *Tet2^–/–^* HSPCs were identified as targets of Myb (Figure 4D); of these 350 genes, 303 of them were downregulated and enriched in pathways related to signal transduction, immune response, and apoptosis (Figure 4E), verifying that changes in Myb expression and activity may have accounted for some of the key transcriptional alterations seen in *Tet2^–/–^* HSPCs after p300 loss.

Myb is known to promote the survival and proliferation of HSCs and leukemia stem cells (34–36); thus, we performed in vitro and in vivo assays, using *Myb*-depleted cells, to determine the impact of depleting *Myb* on the proliferation of HSPCs lacking p300 and TET2 (Supplemental Figure 5C). The depletion of *Myb* significantly attenuated the in vitro colony-forming capacity of *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs, but not *Tet2^–/–^* HSPCs (Figure 4F and Supplemental Figure 5D). We also depleted *Myb* in the leukemia cells from *Ep300*Δ*/*Δ*Tet2^–/–^* mice and performed transplantation assays. As shown in Figure 4G, mice receiving *Myb*-depleted cells showed prolonged survival, compared with the mice receiving scrambled shRNA-infected cells. These results suggest that the increased *Myb* expression caused by p300 loss contributed to the proliferation and oncogenicity of *Tet2*-null HSPCs.

### The loss of p300 accelerated disease progression and shortened survival in multiple MDS models.

Although p300 loss in normal HSPCs has mild phenotypic consequences, its deletion in HSPCs lacking *Tet2* greatly alters HSPC behavior, triggering the development of AML. This suggests that p300 activity blocks oncogenic transformation of MDS/AML. We then examined the effects of p300 loss in other mouse models of MDS, driven by *Asxl1* haploinsufficiency or an *Srsf2* mutation (*Srsf2^P95H^*; ref. 3; Figure 5 and Supplemental Figure 5E). As shown in Figure 5, p300 loss shortened the survival of recipient mice, due to accelerated disease development, in both the *Asxl1^+/–^* and *Srsf2^P95H^* bone marrow transplantation models (Figure 5, A and C). The loss of p300 increased *Myb* expression in both *Asxl1^+/–^* and *Srsf2^P95H^* HSPCs (Figure 5, B and D), highlighting the consistent upregulation of *Myb* in the effect of p300 loss on MDS models driven by an array of mutations, which represent up to 70% of the genetic abnormalities found in MDS patients.

### Augmenting p300 KAT activity attenuated the enhanced self-renewal and proliferative capacity of Tet2-deficient HSPCs.

Given the tumor suppressor role of p300 in multiple MDS models, we next examined whether chemical modulation of p300 KAT activity using an inhibitor (A-485; refs. 37, 38) and an activator (I-CBP112; ref. 39) would similarly affect the self-renewal and proliferation of *Tet2-*deficient HSPCs (Figure 6A). First, we demonstrated that A-485 effectively inhibited, whereas I-CBP112 activated, the KAT activity of p300 toward histone H3K18 and H3K27 in the in vitro assays (Figure 6B). We then treated *Tet2-*deficient HSPCs with these compounds and performed serial replating assays. We found that A-485 enhanced the proliferation of *Tet2*^–/–^ HSPCs and the replating capacity of *Tet2^+/–^* HSPCs (Figure 6, C–E), phenocopying *Ep300* deletion in *Tet2*-deficient HSPCs. Conversely, I-CBP112 impaired the self-renewal and growth of both *Tet2*^–/–^ and *Tet2*^+/–^ HSPCs (Figure 6, C–E). Neither A-485 nor I-CBP112 influenced the self-renewal of normal HSPCs (Supplemental Figure 5F). Because increased *Myb* expression appears to be a p300-dependent event, we examined the expression of *Myb* in *Tet2^–/–^* LK (Lin^–^ and c-Kit^+^) cells after treatment in vitro with the p300 KAT modulators. We found increased *Myb* expression after A-485 treatment and decreased *Myb* expression after I-CBP112 treatment (Figure 6F), indicating that the regulation of *Myb* expression by p300 was dependent on its acetyltransferase activity.

We next evaluated the effect of I-CBP112 on the growth of *Tet2*-null leukemia cells in vivo. As shown in Figure 6G, mice receiving DMSO-treated *Tet2*-null leukemia cells developed aggressive AML with severe anemia (4 weeks after transplantation), whereas recipients of I-CBP112–treated *Tet2*-null leukemia cells showed improved survival with less severe anemia. Altogether, our data indicate that the KAT activity of p300 was required to limit the self-renewal, proliferation, and leukemogenicity of *Tet2*-null HSPCs, in part by controlling the expression of *Myb*. Small molecules that enhance p300 KAT activity could have been an effective therapeutic strategy for those hematopoietic malignancies that contain decreased TET2 activity.

## Discussion

We have uncovered a general role of p300 on the behavior of premalignant (*Tet2-*deficient, *ASXL1^+/–^*, and *SRSF2^P95H^*) HSPCs. In *Tet2-*deficient mice, the loss of p300 promoted the proliferation of HSPCs with myeloid skewing, resulting in an increased HSPC pool in the bone marrow and accelerated disease progression in vivo. Mechanistically, the lack of p300 activity disrupted the epigenetic landscape of *Tet2*-null HSPCs, as shown by the cumulative alterations in enhancer activity and chromatin accessibility observed in *Ep300*Δ*/*Δ*Tet2^–/–^* cells compared with *Tet2^–/–^* cells, highlighting an important function of p300 at the enhancers that control HSPC malignant transformation. Because p300 acetylates H3K27ac, which marks active enhancers, *Ep300* deletion triggered the loss of a large group of enhancers containing motifs for key hematopoietic regulators, such as NF-κB, Gata, Runx, Ets, and Myb family members (Figure 3B and Supplemental Figure 3D). These results aligned with our chromatin accessibility data, with motifs for the same hematopoietic TFs showing altered accessibility after p300 deletion (Figure 3D). As a consequence of this reprogrammed epigenome, the gene expression profile of *Tet2*-null HSPCs after p300 loss showed downregulation of pathways involved in B cell and T cell differentiation and signal transduction. For example, enhancer marks within the *Notch1* locus were decreased in *Tet2*-null cells by *Ep300* deletion and gene expression was also decreased. 

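At *Notch1*, H3K27ac peaks became fewer, whereas those of the other marks did not. Counting peaks within the gene or nearest to it, *Tet2-/-* cells had 5 H3K27ac peaks and *Ep300*Δ*/*Δ*Tet2-/-* cells 2. H3K4me1 peaks numbered 24 and 30, and H3K4me3 peaks 4 in both genotypes. All 4 lost enhancers kept an H3K4me1 peak in *Ep300*Δ*/*Δ*Tet2-/-* cells. On the WT background, H3K27ac peaks at *Notch1* fell from 7 in WT to 4 in *Ep300*Δ*/*Δ cells, where 1 enhancer was also gained. One H3K27ac peak appeared in *Ep300*Δ*/*Δ*Tet2-/-* cells that *Tet2-/-* cells lacked, at 26513526 to 26513972 in the promoter window, with a −log10 *q* of 1.89.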

Silenced Notch signaling pathway has been directly linked to MLL-AF9–driven acute leukemogenesis (40). Our results provide another link between downregulated Notch1 signaling and cancer cells with diminished TET2 function and suggest a therapeutic potential of Notch receptor agonists in this setting. Although p300 loss in *Tet2*-null HSPCs resulted in a large group of lost enhancers, we still observed a small group of gained enhancers in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs, some of which were associated with increased expression of genes, such as the *Hoxb* gene cluster and Myb, which are related to HSPC stemness and proliferation (33, 34).

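The gained H3K27ac regions were weak ones of the *Ep300*Δ*/*Δ*Tet2-/-* list. Of the strongest of 4 equal parts of that list by fold enrichment, 11 of 4330 regions were gained (0.254%; interval, 0.127% to 0.454%), against 1471 (34.0%; 32.6% to 35.4%) of the weakest. Regions gained on both the *Tet2*-null and the WT background numbered 275. In the *Hoxb* cluster, from *Hoxb13* to *Hoxb1*, H3K27ac peaks numbered 2 in WT, 4 in *Ep300*Δ*/*Δ, 2 in *Tet2-/-*, and 4 in *Ep300*Δ*/*Δ*Tet2-/-* cells. Active enhancers there numbered 1 in each genotype except *Ep300*Δ*/*Δ*Tet2-/-*, which had 2. The gained one lay within an H3K4me3 peak present in all 4 genotypes. At the *Hoxb4* promoter, *Tet2-/-* cells had a peak at 96318731 to 96318917 and *Ep300*Δ*/*Δ*Tet2-/-* cells one at 96318333 to 96318652, which do not overlap, so that 1 region counted as lost and 1 as gained at the same promoter. Between *Ahi1* and *Hbs1l* around *Myb*, active enhancers numbered 5 in WT, 9 in *Ep300*Δ*/*Δ, 4 in *Tet2-/-*, and 5 in *Ep300*Δ*/*Δ*Tet2-/-* cells. All H3K27ac peaks there numbered 15, 13, 9, and 11 in the same order. The 4 enhancers gained from WT to *Ep300*Δ*/*Δ cells were weak calls, with a −log10 *q* from 0.922 to 2.38.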

The impact of p300 on MDS hematopoiesis is multifactorial, but our mechanistic and biological data implicate Myb as a critical player in *Tet2*-null hematopoiesis. First, p300 loss reduced the accessibility of Myb to chromatin and the expression of a subset of Myb target genes. Second, p300 loss increased *Myb* expression and the accessibility of the Myb enhancer. Third, we found that the depletion of *Myb* attenuated the hyperproliferative phenotype of *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs. Consistent with our data, it has been reported that blocking the interaction between Myb and p300 increases HSC numbers, and impairs lymphopoiesis and erythropoiesis, in mice (41). Thus, p300 deletion may affect the function and protein-protein interactions of Myb, contributing to defects in differentiation and signaling pathways and the enhanced proliferation and leukemogenicity that characterizes *Tet2*-null HSPCs. Although further studies are needed to decipher the precise mechanisms whereby p300-dependent regulation of Myb controls MDS pathogenesis, our study further implicates Myb as a promising target for therapy in MDS or AML patients (42).

Many studies have characterized p300 KAT activity and function in various cell types, including the identification of the p300 acetylome (43) and the potential use of p300 KAT modulators (inhibitors and activators) in solid tumor and leukemia treatment (44). We found that a p300 KAT inhibitor promoted the proliferation of *Tet2*-null HSPCs, whereas a KAT activator impaired their self-renewal and proliferative capacity.

In summary, we found that the loss of p300 or its chemical inhibition induced (a) a profound reprogramming of the epigenome and transcriptome of premalignant HSPCs, leading to impaired differentiation and signal transduction; (b) a unique gene expression signature in *Tet2*-null HSPCs, related to enhanced proliferation and oncogenicity; (c) an increase in *Myb* expression, which directly amplifies malignant transformation of MDS HSPCs; (d) an accelerated disease progression in multiple MDS models. Lastly, we demonstrate the therapeutic potential of enhancing p300 catalytic activity to treat MDS/AML patients with deficient TET2 function, and potentially individuals with *Tet2*-mutant clonal hematopoiesis.

## Methods

### Mice.

*Ep300^fl/fl^* mice were provided by Paul Brindle (St. Jude Children’s Research Hospital Memphis, Tennessee). *Mx1-Cre* (003556), *Srsf2^P95H^* (028376) and C57BL/6.SJL (002014) mice were purchased from The Jackson Laboratory. *Tet2^–/–^* and *Asxl1^+/–^* mice were previously described (12, 45). *Mx1-Cre*; *Ep300^fl/fl^*; *Tet2*–deficient mice were generated by breeding *Ep300^fl/fl^* mice with *Mx1-Cre* mice and with *Tet2^–/–^* or *Tet2^+/–^* mice. Both male and female mice were used in this studies and all of the mice were in C57BL/6 background.

The mice genotyped as *Ep300^fl/fl^* (WT), *Mx1-Cre;Ep300^fl/fl^* (*Ep300*Δ*/*Δ), *Ep300^fl/fl^*;*Tet2^–/–^* (*Tet2^–/–^),* *Mx1-Cre;Ep300^fl/fl^,* and *Mx1-Cre;Ep300^fl/fl^*;*Tet2^–/–^* (*Ep300*Δ*/*Δ*Tet2^–/–^*) were injected with poly(I:C) (10 μg/g raw body weight; Invivogen, tlrl-pic-5) at 6 to 8 weeks old via i.p. every other day, for a total of 3 doses to induce the deletion of *Ep300*. Experiments were performed either 2 weeks after poly(I:C) injections or at the indicated times. Endpoint mice were analyzed when moribund. Peripheral blood, spleen, and bone marrow samples were collected from moribund mice and age-matched control mice.

In the transplantation model, donor bone marrow cells were collected from *Ep300^fl/fl^*; *Asxl1^+/–^* (*Asxl1^+/^*), *Mx1-Cre;Ep300^fl/fl^*;*Asxl1^+/–^* (*Ep300*Δ*/*Δ*Asxl1^+/–^*), *Mx1-Cre;Srsf2^P95H^* (Srsf2^P95H^), *Mx1-Cre;Ep300^fl/fl^Srsf2^P95H^* (*Ep300*Δ*/*Δ*Srsf2^P95H^*), *Ep300^fl/fl^*;*Tet2^–/–^* (*Tet2^–/–^*), and *Mx1-Cre;Ep300^fl/fl^*;*Tet2^–/–^* (*Ep300*Δ*/*Δ*Tet2^–/–^*) mice; 2 × 10^6^ bone marrow cells were injected into lethally irradiated recipient mice (C57BL/6.SJL mice); and poly(I:C) was administered i.p. into recipient mice 4 weeks after transplantation.

### Antibodies and reagents.

p300 (KAT3B) active human recombinant protein (GWB-PSF0ED) was purchased from GenWay Biotech. Anti–β-Actin antibody (sc-130656, Santa Cruz Biotechnology) was used as loading control for Western blot. Anti-H3K27ac polyclonal antibody (C15410196, Diagenode), anti-H3K18ac (07-354, MilliporeSigma), anti-H3K4me1 (C15410194, Diagenode), anti-H3K4me3 (C15410003-50, Diagenode), anti-H3 (ab10799, Abcam), and Anti-Myb (ab45150, Abcam) antibodies were used for ChIP-Seq assays. For flow analyses, PE anti-mouse CD150 (115904), Pacblue anti-mouse CD48 (103418), APC anti-mouse B220 (103212), PEcy7 anti-mouse Sca-1 (108114), PerCPcy5.5 anti-mouse Gr1 (108428) antibodies, and streptavidin APC-cy7 (405208) were purchased from Biolegend. The Biotin Mouse Lineage Panel (559971), Biotin Rat anti-mouse CD8a (553029), Biotin Rat Anti-Mouse CD4 (553728), Biotin Rat Anti-Mouse CD5 (553019), Biotin Rat Anti-Mouse CD19 (553784), Biotin Rat Anti-Mouse CD127 (555288), APC anti-mouse c-Kit (553356), PE anti-mouse CD16/32 (553145), APC anti-mouse Mac1 (550019), PE anti-mouse B220 (561878), APC-Cy7 anti-mouse CD3 (560590) antibodies, APC BrdU Flow kit (552598), and PE Mouse Anti-Ki-67 Set (556027) were purchased from BD Pharmingen. A-485 (6387/5) was purchased from Thermo Fisher Scientific. I-CPB112 (SML1134-5MG), EDTA-free Protease Inhibitor Cocktail (04693159001), and phosphatase inhibitor tablets (04906837001) were purchased from MilliporeSigma.

### Flow cytometry analysis and cell sorting.

Cells were stained with the indicated antibodies and analyzed by FACSCanto II cytometer (BD Biosciences) and sorted using FACSAria II cell sorter (Becton Dickinson). Data were analyzed using FACSDiva v8.0.1 (BD Biosciences) and FlowJo v10.1.

### Quantitative RT-PCR.

Total RNA was extracted from sorted HSPCs using the RNeasy Plus Micro kit (QIAGEN), and cDNA was synthesized using the iScript cDNA Synthesis kit (Bio-Rad). The following Taqman probes were purchased from Invitrogen: *Ep300* (Mm01310115_m1), *Myb* (Mm00501741_m1), *Dntt* (Mm00493500_m1), *Notch1* (Mm00627185_m1), and *Gapdh* (Mm99999915_g1) as housekeeping control. Quantitative RT-PCR was performed on an ABI 7500 real-time cycler.

### Serial replating/CFU assays.

Five thousand HSPCs were sorted from bone marrow samples 2 weeks after poly(I:C) injections and seeded in MethoCult GF M3434 medium (STEMCELL Technologies) in the presence or absence of the indicated concentrations of p300/CBP KAT inhibitor (A-485) or activator (I-CBP112). Colonies were scored on day 7 of culture and cells were replated weekly.

### Morphologic analysis.

Peripheral blood was collected from mice by retro-orbital bleeding and complete blood count was performed by an automated blood count (Hemavet System 950FS). Bone marrow cytopspin was performed after euthanized the mice. May-Grunwald–Giemsa staining was used for morphologic analysis of bone marrow cytospin. All images were taken using an inverted system microscope (Olympus).

### CFU assays with Myb knockdown in HSPCs.

HSPCs obtained from *Tet2^–/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice were cultured in X-VIVO medium with IL-3 (10 ng/mL), IL-6 (10 ng/mL), and stem cell factor (SCF; 100 ng/mL) overnight and infected with lentiviruses, which express shMyb or scrambled shRNA in a modified PLKO-RFP–expressing vector using a spinfection protocol. Three days after infection, RFP^+^ cells were sorted and seeded in MethoCult GF M3434 medium (STEMCELL Technologies, 10,000 cells/well). The colonies were counted after 7 days of culture on a STEMvision (STEMCELL Technologies).

### Transplantation of Ep300Δ/ΔTet2^–/–^ leukemia cells after Myb knockdown.

Leukemia cells obtained from *Ep300*Δ*/*Δ*Tet2^–/–^* mice were cultured in X-VIVO medium with IL-3 (10 ng/mL), IL-6 (10 ng/mL), and SCF (100 ng/mL) overnight and infected with lentiviruses, which express shMyb or scrambled shRNA in a modified PLKO-RFP–expressing vector using a spinfection protocol. Three days after infection, RFP^+^ cells were sorted and 250,000 cells/mouse were transplanted into lethally irradiated recipients with 500,000 normal bone marrow cells. The mice were monitored and euthanized when moribund.

### Ex vivo treatment of I-CBP112 in Tet2^–/–^ leukemia cells.

Leukemia cells from the bone marrow of *Tet2^–/–^* mice were cultured in vitro and treated with DMSO and I-CBP112 for 24 hours. Recipient mice (C57BL/6.SJL mice) were lethally irradiated and transplanted with 2 × 10^6^ treated *Tet2^–/–^* leukemia cells with 500,000 helper cells from WT mice (C57BL/6). Peripheral blood was collected at indicated time point.

### ChIP-Seq of histone modifications and analysis.

For ChIP of histone marks, 25 million bone marrow Lin^–^ cells obtained using the Direct Lineage Cell depletion kit (Miltenyi Biotec, 140-110-470) were crosslinked and processed with the ChIP-IT High Sensitivity kit (Active Motif 53040) following the manufacturer’s instructions. For ChIP, 5 μg of chromatin from Lin^–^ cells and 1 μg of H3K27ac, H3K27me3, H3K4me1, H3K4me3, or H3 antibody were combined with 10 ng of chromatin from Drosophila melanogaster S2 cells (Active Motif 53083) as spike-in control. ChIP-Seq libraries were generated using NEBNExt Ultra II DNA library prep kit for Illumina, and sequenced (paired-end, 75-bp reads) in a Nextseq 500 platform (Illumina).

### ChIP-Seq of Myb in Lin^–^ cells.

For ChIP-Seq of Myb, 25 million bone marrow Lin^–^ cells were obtained using the Direct Lineage Cell depletion kit (Miltenyi Biotec, 140-110-470). Cells pellets were suspended in buffer (0.1% SDS, 1% Triton, 1 mM EDTA, 16.7 mM Tris pH 8.1, 167 mM NaCl) and were sonicated for 14 cycles (30 seconds on/off) using the Diagenode Bioruptor Pico. Chromatin (1 μg) samples were used in each i.p. with 1.5 μg of antibody against Myb (Abcam, ab76009) or rabbit normal IgG (Cell Signaling, 2729S), and 20 μl of Protein A beads (NEB, S1425S). The washed beads were tagged with 2 μl of TDE1 from Illumina (FC-121-1030) in a 30 μl reaction. The beads were reversed cross-linked overnight at 65°C. The DNA was amplified for 12 cycles with Illumina primers. DNA sequencing was performed on Nextseq 500 for 75 cycles.

### ChIP-Seq and analysis.

Reads were trimmed for adapters using Cutadapt (v1.15 –nextseq-trim=20 –m 18). Fastq files were aligned to mouse mm10 using BWA (v0.7.13 aln -q 5 -l 32 -k 2) and deduplicated using Picard Mark Duplicates (v2.10.6). For H3K27ac, H3K4me3, H3K4me1, and Myb, peaks were determined by overlapping called narrow peaks by macs2 (v2.1.1.20160309) from pseudo-replicates with *q* < 0.05 with H3 used as background for histone marks and IgG used as background for Myb. 

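Pseudo-replicates are random subsets of the reads of 1 library, so their overlap removes peaks that rest on chance within the library and says nothing about differences between mice. The deposited lists also hold some peaks with *q* above 0.05. For H3K27ac these were 267 peaks in WT, 1630 in *Ep300*Δ*/*Δ (7.17%), 199 in *Tet2-/-* (0.811%), and 143 in *Ep300*Δ*/*Δ*Tet2-/-* cells (0.780%). The lowest −log10 *P* value of the H3K27ac lists lay between 2.02 and 2.08. All deposited peaks were used. With *q* under 0.05 required in every list, an alternative chosen after seeing the data, 8846 H3K27ac regions were lost and 2554 gained from *Tet2-/-* to *Ep300*Δ*/*Δ*Tet2-/-* cells.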

Reads were quality filtered (Mapq > 30) and the mm10 blacklist (46). Shift and extension sizes were determined using phatompeakqualtools (v1.1). ChIPseeker (v1.14.0) and R (v3.4.1) were used for genomic annotation with promoters defined as a 3 kb window around the TSS (Ensembl). 

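The methods do not say whether 3 kb is the whole width of the window or the width on each side. Read as 1500 bp on either side, it gave 4642 lost and 1385 gained enhancers from *Tet2-/-* to *Ep300*Δ*/*Δ*Tet2-/-* cells. The annotation used here was GENCODE release 21 for mouse, which corresponds to Ensembl release 96. Every annotated transcript start was given a window of 3000 bp on either side. By this rule 63.5% (interval, 62.9% to 64.0%) of the H3K27ac peaks of WT cells lay at promoters, 74.7% (74.1% to 75.3%) of those of *Ep300*Δ*/*Δ cells, 68.9% (68.3% to 69.4%) of those of *Tet2-/-* cells, and 76.8% (76.2% to 77.4%) of those of *Ep300*Δ*/*Δ*Tet2-/-* cells. The share of H3K4me3 peaks at promoters was between 76.6% in *Tet2-/-* and 79.1% in *Ep300*Δ*/*Δ cells, and that of H3K4me1 peaks between 41.6% in *Tet2-/-* and 45.5% in *Ep300*Δ*/*Δ cells.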

Bigwig signal files were generated by Macs2 as fold change over background. Peak overlaps were determined by merging peaks list from a given comparison and intersecting individual peak files to the combined list by at least 1 bp. Putative enhancers were determined by intersecting H3K27ac and H3K4me1 peak regions outside of promoter regions.

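The rule leaves regions with promoter marks among the enhancers where no transcript start is annotated. In *Tet2-/-* cells, 25.2% (interval, 23.8% to 26.6%) of the lost enhancers overlapped an H3K4me3 peak, compared with 57.3% (55.4% to 59.3%) of the retained ones. Of the gained enhancers 37.7% (34.9% to 40.6%) overlapped an H3K4me3 peak in *Ep300*Δ*/*Δ*Tet2-/-* cells. The enhancers that kept H3K27ac were thus more often marked by H3K4me3 than those that lost or gained it. On the WT background the same rule gave 5966 lost and 1181 gained enhancers from WT to *Ep300*Δ*/*Δ cells.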

### RNA-Seq and analysis.

Lin^–^ bone marrow cells were enriched using the Direct Lineage Cell Depletion kit with LS columns (Miltenyi Biotec). Enriched Lin^–^ cells were stained with the mouse bone marrow biotin lineage panel, Streptavidin APC-cy7, APC-c-Kit, and PEcy7-Sca-1, and after staining all HSPCs were sorted. Total RNA was extracted from 1 × 10^5^ to 2 × 10^5^ sorted HSPCs using AllPrep DNA/RNA Plus micro kit (QIAGEN). The quality of RNA was evaluated on an Agilent Bioanalyzer (RIN>9). Ribosomal RNA was removed using the NEBNext rRNA Depletion kit (New England Biolabs E6310) following the manufacturer’s instructions, and RNA-Seq libraries were prepared using the Universal Plus mRNA-Seq kit (NuGEN Technologies). RNA-Seq libraries were sequenced on an Illumina HiSeq 2500 platform (paired-end, 100-bp reads) at the Sylvester Oncogenomics Shared Resource, to obtain more than 40 million paired-end reads per sample. Sequencing and analysis were performed of 3 independent biological replicates per genotyping group. Reads were aligned to the mm10 transcriptome and ERCC spike-in indexes using RSEM (v1.3.0) and STAR (v2.6.0c) with Gencode annotations. Differentially expressed genes were determined by DESeq2 (v1.18.1, Wald test, adjusted *P* < 0.05) after gene counts were corrected based on ERCC variances using RUVseq (v1.12.0). GSEA was performed using GSEA (v3.0) with genes preranked by the Wald statistic. Gene Ontology Analysis was performed using the Enrichr API and sorted by adjusted *P* value. Sample blind variance stabilized and ERCC-corrected log2 transformed gene counts and transcripts per million were used for plots with expression data. Heatmaps, GSEA and GO bar plots, and Venn diagrams were generated using python (v3.6.3), scipy (v1.1.0), matplotlib, and seaborn (v.0.8.1).

### 5-hMeDIP, sequencing and analysis.

Genomic DNA from sorted HSPCs was isolated using the AllPrep DNA/RNA Plus micro kit (QIAGEN). Approximately 200 ng of genomic DNA was sonicated followed by end-repair, A-tailing, and adaptor ligation using standard Illumina protocols. Ten percent of the volume was retained for Input. Immunoprecipitation with anti-5-hmC antibodies (1 μg/mL, Active Motif) was performed at 4°C overnight and immunoprecipitated DNA was recovered using protein G magnetic beads (Invitrogen). After proteinase K digestion, DNA was purified from all input and immunoprecipitated samples and amplified by PCR for library preparation. Libraries were sequenced by an Illumina HiSeq 2500 sequencer by the Cancer Genomic Core Facility at University of Miami. Reads were trimmed using cutadapt (–m25), aligned using bowtie2 (v2.0.5) to the mouse mm10 genome build, quality filtered (mapq > 30), and deduplicated. Peaks were called using macs2 (-g mm --nomodel --extsize 200 –B) and differential peaks were determined using macs2 bdgdiff from the intermediate lambda and pileup bed graphs generated from macs2 call peaks.

### ATAC-Seq and analysis.

HSPCs (200,000) were sorted from mouse bone marrow samples and cryopreserved in BAMBAKER Serum-free cell freezing medium (Wako Chemicals). Cells were defrosted and washed twice in PBS, and 50,000 viable HSPCs were then processed following the OMIM-ATAC-Seq protocol (47) with a dead cell precleanup step with DNase I (30 minutes at 37°C; Worthington catalog LS002007) followed by washing twice in cold PBS. Libraries were prepared utilizing 2×TD buffer (15027866, Illumina) and Robust Tn5 Transposase (EMQZ1422, Creative Biogene) and cleaned up with a Zymo DNA Clean and Concentrator-5 kit (catalog D4014). OMIM-ATAC-Seq libraries were amplified with a total of 11 PCR cycles with ATAC-Seq primers (48). Final libraries were quantified by Qubit and Bioanalyzer and sequenced on NOVASeq (paired-end, 100-bp reads) to obtain greater than 40 M reads/sample.

ATAC-Seq chromatin accessible regions were determined using ENCODE pipeline standards (https://github.com/ENCODE-DCC/atac-seq-pipeline; git commit 2b693ab). Briefly, sequencing indices were trimmed from merged fastq files using cutadapt (v1.9.1) and then aligned to mm10 using bowtie2 (v2.2.6). After deduplication, reads were tn5 shifted, replicate peaks were called, and fold enrichment signal files were generated using macs2 (v2.1.0). Final peaks were determined using Bedtools (v2.0.4) of true replicates. Accessibility heatmaps and profile plots were generated using deeptools (3.1.1).

Moreover, we applied DiffTF software (https://git.embl.de/grp-zaugg/diffTF), which was developed to identify the quantification of TF activity using ATAC-Seq data (25, 28). Briefly, the software identified the binding sites of 422 TFs using the mouse PWMs deposited in the database Hocomoco v10, and PWMScan. For each TF we then extracted the signal around each binding site (± 100 bp around the core motif) and calculated a fold change between 2 conditions. Welch’s 2-sample *t* test was used for significance of the differences in a comparison.

### Data availability.

5-hMeDIP-Seq, RNA-Seq, and ChIP-Seq data sets generated in this study have been deposited in the Gene Expression Omnibus database under accession number GSE145878.

### Statistics.

Kaplan-Meier curves were used for survival analysis. Graphpad Prism 6 was used for flow cytometry assays, complete blood count, colony-forming unit and serial replating assays, and quantitative RT-PCR assays. *P* values of less than 0.01 and 0.05 were considered significant. All graphs represent mean ± SEM. Survival curves were estimated using the Kaplan-Meier method and compared by the log-rank test. Two-tailed Student’s *t* test, one-way ANOVA tests, and two-way ANOVA tests were applied (indicated in each figure).

### Study approval.

All animal studies were conducted in compliance with *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and were approved by the IACUC of the University of Miami (protocol no. 18-164).

## Author contributions

NM, GM, and SDN designed the experiments, and wrote and edited the manuscript. NM and GM conducted and analyzed the experiments, with input from SDN, PAC, LC, FCY, and MX. MTM, DLK, and MEF contributed to the 5-hMeDIP-Seq and conducted the analysis. GM, DLK, QY, and JS contributed to the ChIP-Seq, ATAC-Seq, and RNA-Seq experiments and conducted the analysis. HI and SC contributed to the pathology analysis. CM contributed to the in vitro acetylation assays, generated plasmids, and produced the lentiviral reagents. SD assisted with animal experiments. FL, JS, PJH, YX, and CC assisted with the Myb studies, BEZ and PAC contributed to the A-485 and I-CBP112 studies.

## Supplementary Material

Supplemental data

Supplemental tables 1-5

## Figures and Tables

**Figure 1:**
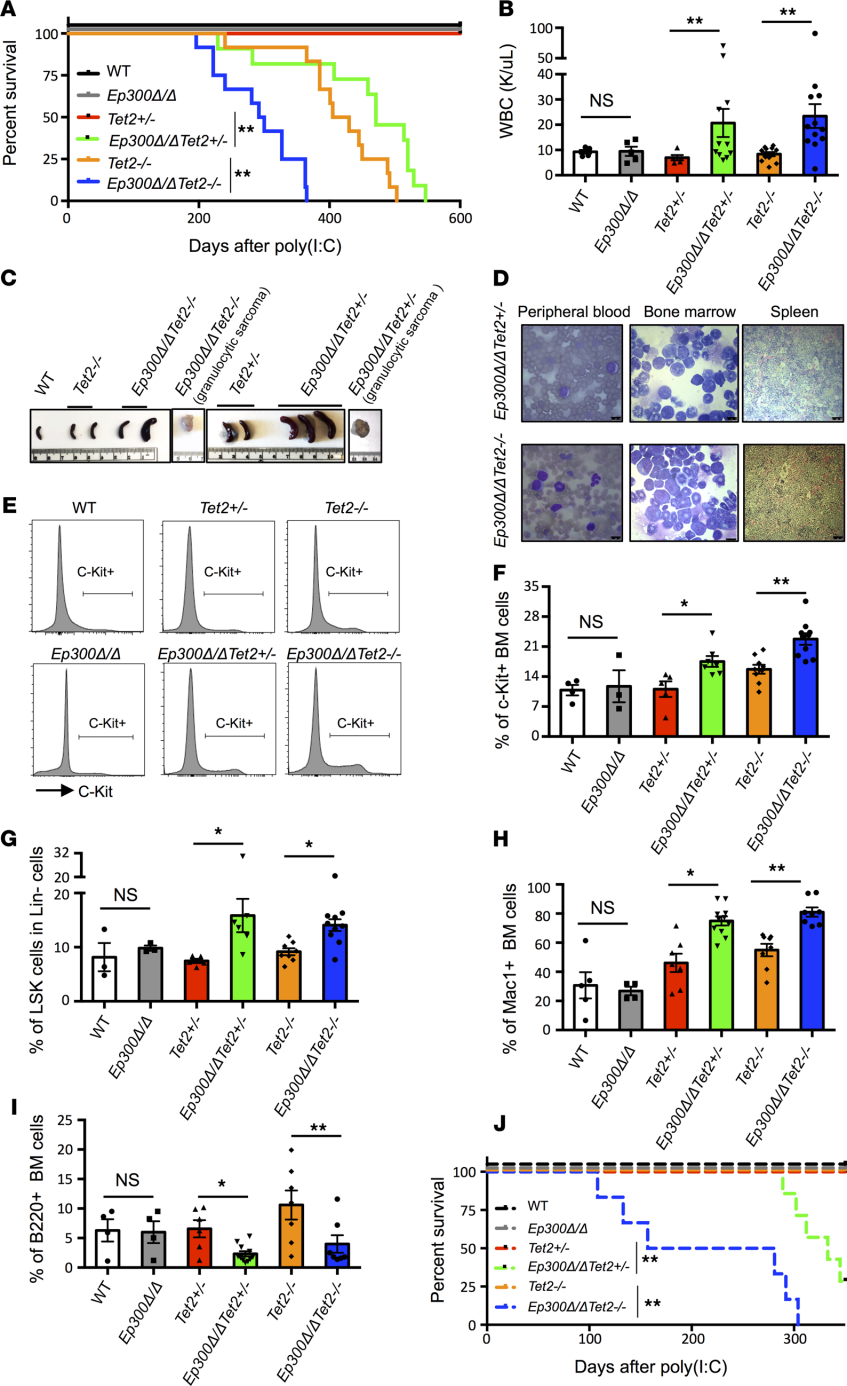
Loss of p300 in Tet2-deficient mice accelerates the onset of leukemia and shortens survival. (**A**) Kaplan-Meier survival curve of mice after poly(I:C) injections for each genotype (WT, *Ep300*Δ*/*Δ, *Tet2^+/–^*, *Ep300*Δ*/*Δ*Tet2^+/–^*, *Tet2^–/–^*, and *Ep300*Δ*/*Δ*Tet2^–/–^*). Loss of p300 in Tet2-deficient mice shortens the survival time. (**B**) WBC counts in peripheral blood of endpoint *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice and age-matched *Tet2^+/–^* and *Tet2^–/–^* mice. The WT, *Ep300*Δ*/*Δ, and *Tet2^–/–^* mice were age-matched to *Ep300*Δ*/*Δ*Tet2^–/–^* mice and *Tet2^+/–^* mice were age-matched to *Ep300*Δ*/*Δ*Tet2^+/–^* mice. (**C**) Splenomegaly and granulocytic sarcoma found in *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice at endpoint, compared with age-matched WT, *Tet2^–/–^*, and *Tet2^+/–^* mice. (**D**) Morphology of peripheral blood and bone marrow cells and histology of spleen from moribund *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice. Scale bar for peripheral blood and bone marrow cells is 10 μm and for spleen is 50 μm. (**E** and **F**) Representative flow cytometry profiles (**E**) and percentage of c-Kit^+^ cells in the bone marrow (**F**) of moribund *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice and age-matched *Tet2^+/–^* and *Tet2^–/–^* mice. (**G**) Percentage of LSK cells in the Lin^–^ bone marrow cells of moribund *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice and age-matched *Tet2^+/–^* and *Tet2^–/–^* mice. (**H**) Percentage of Mac-1^+^ cells in the bone marrow of moribund *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice and age-matched *Tet2^+/–^* and *Tet2^–/–^* mice. (**I**) Percentage of B220^+^ cells in the bone marrow of moribund *Ep300*Δ*/*Δ*Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice and age-matched Tet2^+/–^ and *Tet2^–/–^* mice. (**J**) Kaplan-Meier survival curve after poly(I:C) injections for each genotype (WT, *Ep300*Δ*/*Δ, *Tet2^+/–^*, *Ep300*Δ*/*Δ*Tet2^+/–^*, *Tet2^–/–^*, and *Ep300*Δ*/*Δ*Tet2^–/–^*) in transplantation models. *P* values were determined using a 2-tailed Student’s *t* test for samples of unequal variance. LSK, lineage^–^ Sca1^+^c-Kit^+^.

**Figure 2:**
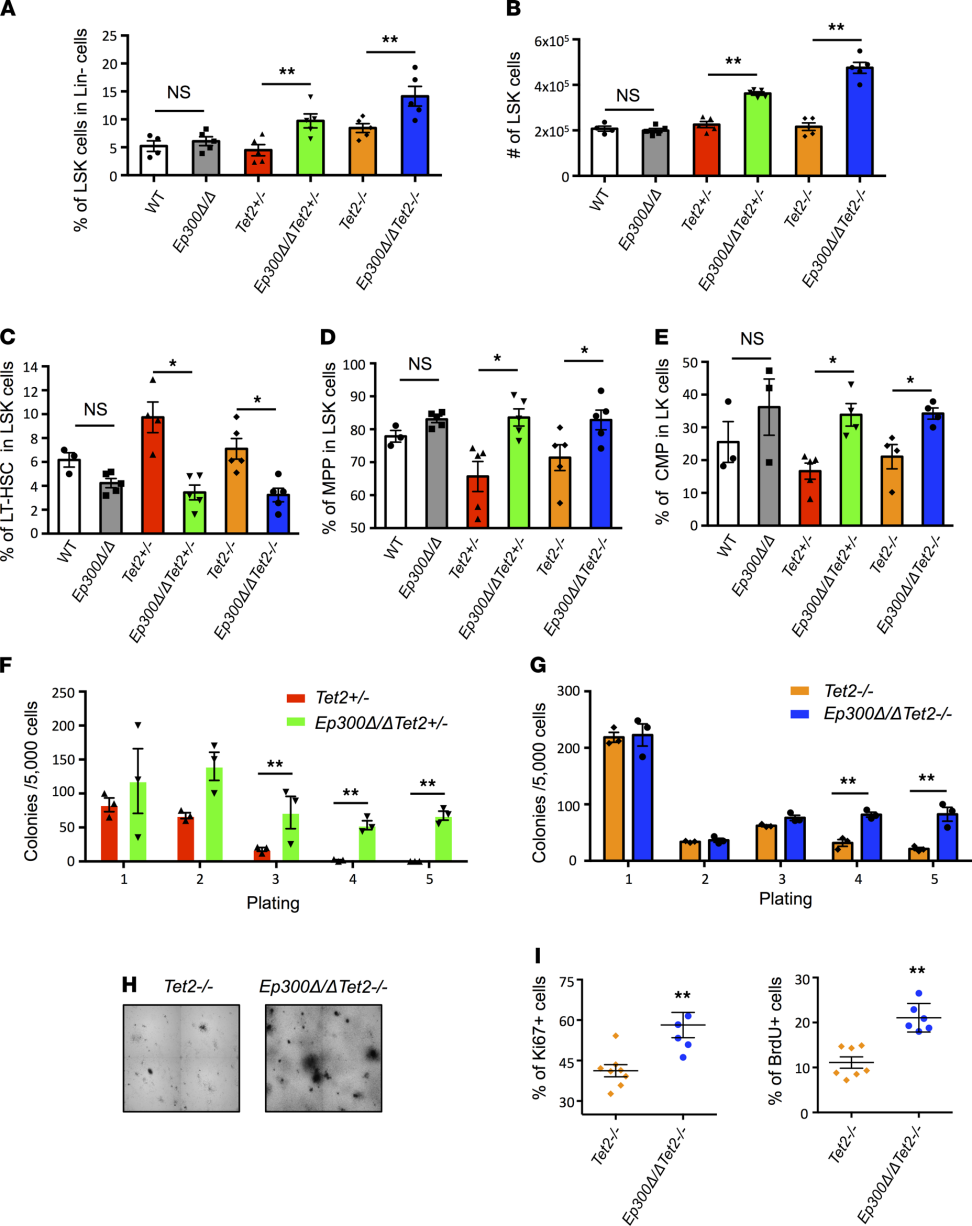
Loss of p300 enhances the proliferation and self-renewal of *Tet2*-deficient HSPCs. (**A**) Percentage of LSK cells in Lin^–^ bone marrow cells of the indicated mice 2 weeks after poly(I:C) administration. (**B**) Absolute number of LSK cells in the bone marrow of the indicated mice 2 weeks after poly(I:C) administration. (**C** and **D**) Percentage of LT-HSCs (**C**) and MPPs (**D**) in the LSK cells from the bone marrow of indicated mice 2 weeks after poly(I:C) administration (LT-HSCs, MPPs). (**E**) Percentage of CMP in the LK cells from the bone marrow of indicated mice 2 weeks after poly(I:C) administration (CMP, LK). (**F**) Number of colonies per 5000 cells seeded during serial replating of bone marrow cells from *Tet2^+/–^* and *Ep300*Δ*/*Δ*Tet2^+/–^* mice. (**G**) Number of colonies per 5000 cells seeded during serial replating of bone marrow cells isolated from *Tet2^–/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice. (**H**) Representative colony morphology in the 5th replating of bone marrow cells from *Tet2^–/–^* and *Ep300*Δ*/*Δ*Tet2^–/–^* mice. (**I**) Percentage of Ki67^+^ and BrdU^+^ cells in HSPCs from *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* mice 2 weeks after poly(I:C) injections. *P* values were determined using 2-tailed Student’s *t* tests for samples of unequal variance. HSPCs, hematopoietic stem and progenitor cells; LSK, lineage^–^ Sca1^+^c-Kit^+^; LT-HSCs, long-term HSC; MPPs, multipotent hematopoietic progenitors; CMP, common myeloid progenitor, LK, Lin^–^ c-Kit^+^.

**Figure 3:**
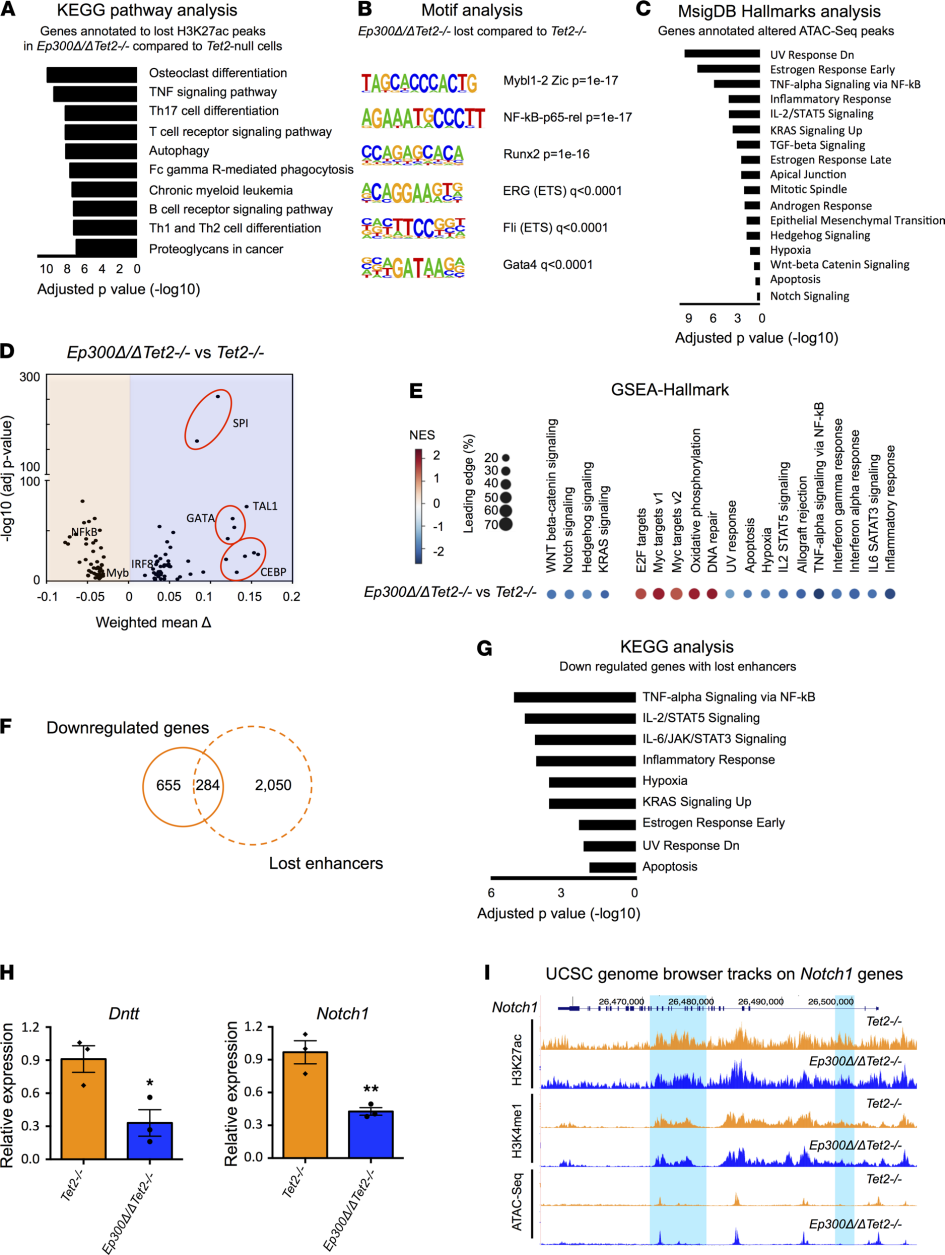
Loss of p300 rewires the epigenetic landscape and reprograms the transcriptome of *Tet2*-null HSPCs. (**A**) KEGG pathway enrichment analysis of the genes annotated to the H3K27Ac peaks lost in *Ep300*Δ*/*Δ*Tet2^–/–^* Lin^–^ cells compared with *Tet2^–/–^* Lin^–^ cells. (**B**) HOMER motif analysis of enhancers that lost in *Ep300*Δ*/*Δ*Tet2^–/–^* Lin^–^ cells compared with *Tet2^–/–^* Lin^–^ cells. (**C**) Enrichr-Hallmarks analysis of the genes annotated to the altered ATAC-Seq peaks in *Ep300*Δ*/*Δ*Tet2^–/–^* LSK cells compared with *Tet2^–/–^* LSK cells. (**D**) Volcano plot showing the differential transcription factor binding obtained from diffTF analysis of ATAC-Seq data in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs compared with *Tet2^–/–^* HSPCs. Transcription factors that pass the significance threshold (adjusted *P* value < 0.01 and weighted mean difference greater that 0.03) are shown. (**E**) GSEA Hallmarks analysis of DE genes between *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* HSPCs. (**F**) Overlap of the downregulated genes and the genes annotated to lost enhancers in *Ep300*Δ*/*Δ*Tet2^–/–^* cells compared with *Tet2^–/–^* cells. (**G**) Enrichr-KEGG analysis of the 284 genes identified in **F**. (**H**) Quantitative RT-PCR assays showing the expression of *Dntt* and *Notch1* in HSPCs from *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* mice. (**I**) The UCSC genome browser tracks showing the ChIP-Seq and ATAC-Seq signal at *Notch1* gene locus. Highlighted in blue are 2 intronic enhancers of *Notch1*. Both tracks for each mark are adjusted to the same scale. *P* values were determined using 2-tailed Student’s *t* tests. HSPCs, hematopoietic stem and progenitor cells; LSK, lineage^–^ Sca1^+^c-Kit^+^; GSEA, Gene Set Enrichment Analysis; DE, differentially expressed.

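The lost enhancers within the *Notch1* gene were at 26475758 to 26476178 on chromosome 2 of GRCm38, in a region that includes an exon, and at 26482964 to 26483625, in an intron. Their fold enrichments in *Tet2-/-* cells were 3.13 and 3.34, near the bottom of that list, where 4.29% and 6.18% of peaks were weaker. An ETS consensus match, CAGGAAAT, lay at 26483340 to 26483347, within 100 bp of the summit of the intronic one. A further intronic enhancer at 26493191 to 26493635 was retained, and outside the gene a pair of intergenic enhancers was lost, including one at 26533953 to 26534259. The intronic lost region had an H3K27ac peak in WT and in *Ep300*Δ*/*Δ cells, and the one over the exon had a peak in WT cells only.

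**Figure D4:**
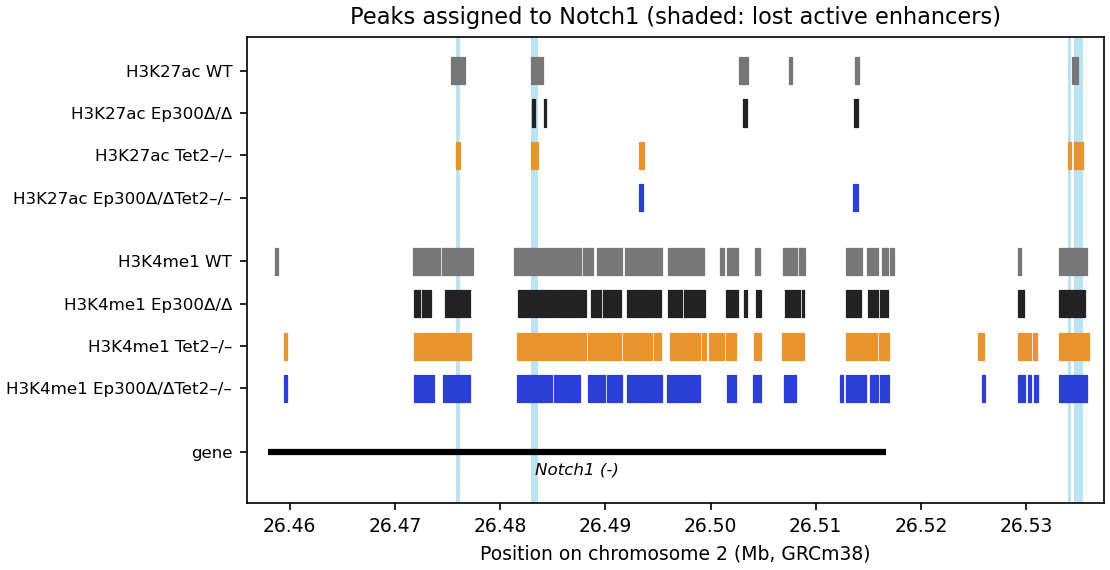
H3K27ac and H3K4me1 peaks assigned to *Notch1* (x axis, position on chromosome 2 of GRCm38 in Mb) in 1 library per genotype and mark (y axis), with the gene as a black line and its strand in parentheses. Boxes are peaks drawn to scale, and shading marks the 4 active enhancers lost in *Ep300*Δ*/*Δ*Tet2-/-* compared with *Tet2-/-* cells, where H3K4me1 peaks remain.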

**Figure 4:**
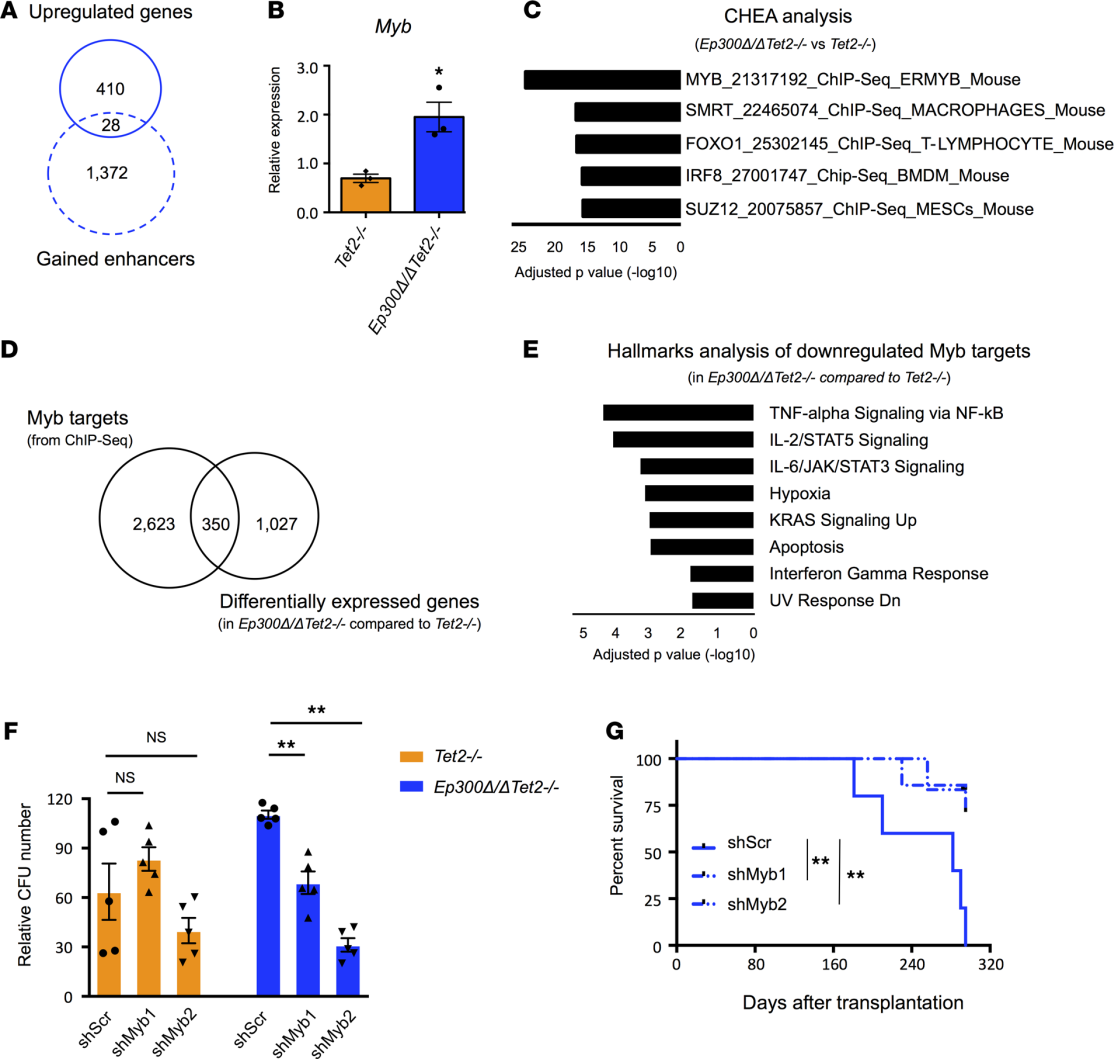
Enhanced proliferation and leukemogenicity of *Tet2*-null HSPCs after p300 loss are associated with increased *Myb* expression. (**A**) Overlap of the upregulated genes and the genes annotated to gained enhancers in *Ep300*Δ*/*Δ*Tet2^–/–^* cells compared with *Tet2^–/–^* cells. (**B**) Quantitative RT-PCR analysis of the expression levels of *Myb* in independent biological replicates of HSPCs from *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* mice. (**C**) ChEA of the DE genes in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs compared with *Tet2*-null HSPCs. (**D**) Overlap of the DE genes in *Ep300*Δ*/*Δ*Tet2^–/–^* HSPCs compared with *Tet2*-null HSPCs and Myb targets identified by ChIP-Seq. A total of 2974 Myb targets were identified from the ChIP-Seq data, and 350 of them were also DE genes. (**E**) Enrichr-Hallmarks analysis of the 303 downregulated genes identified as Myb targets. (**F**) Number of colonies obtained after 1 week of culture of 10,000 plated HSPCs from *Ep300*Δ*/*Δ*Tet2^–/–^* and *Tet2^–/–^* mice after *Myb* knockdown (*Myb*-KD) and cultured in methocult M3434 for 1 week. (**G**) Kaplan-Meier survival curves of mice receiving *Myb*-KD-leukemia cells from *Ep300*Δ*/*Δ*Tet2^–/–^* mice. *P* values were determined using a 2-tailed Student’s *t* test for **B** and a 2-way ANOVA test for **F**. HSPCs, hematopoietic stem and progenitor cells; ChEA, ChIP-X Enrichment analysis; DE, differentially expressed.

**Figure 5:**
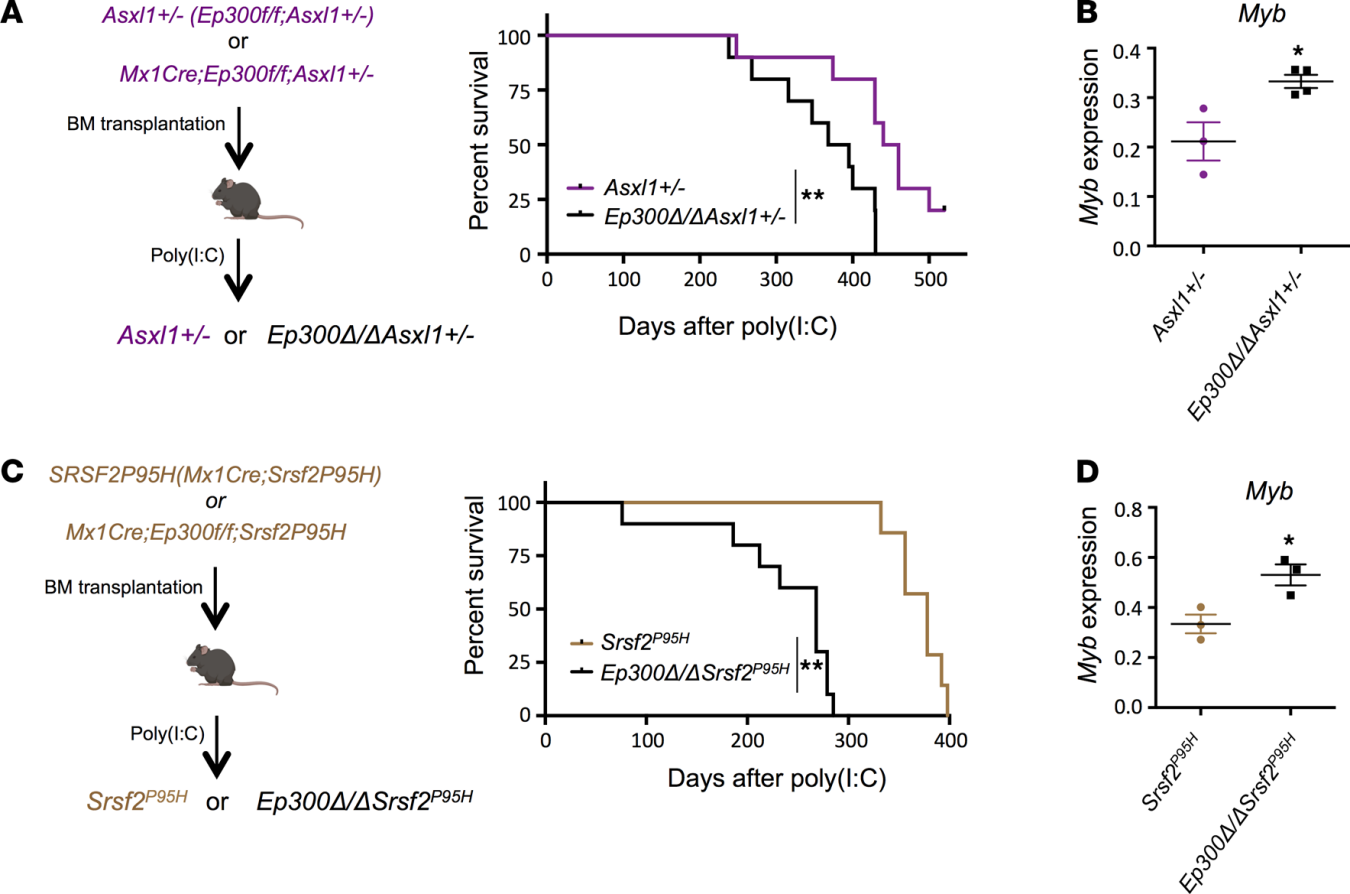
Loss of p300 in *Asxl1^+/–^* and *Srsf2^P95H^* mice increases the expression of *Myb* and shortens survival. (**A**) Experimental strategy to generate transplantation mouse models without or with hematopoietic-specific deletion of *Ep300* in *Asxl1^+/–^* genetic backgrounds. Kaplan-Meier curves show survival of the *Asxl1^+/–^* transplantation mouse models after *Ep300* deletion induced by poly(I:C) administration. Loss of p300 shortens the survival of *Asxl1^+/–^* mice. (**B**) Quantitative RT-PCR analysis of *Myb* mRNA expression in the bone marrow cells from *Ep300*Δ*/*Δ*Asxl1^+/–^* and *Asxl1^+/–^* mice. (**C**) Experimental strategy to generate transplantation mouse models without or with hematopoietic-specific deletion of *Ep300* in *Srsf2^P95H^* genetic backgrounds. Kaplan-Meier curves show survival of the *Srsf2^P95H^* transplantation mouse models after *Ep300* deletion induced by poly(I:C) administration. Loss of p300 shortens the survival of *Srsf2^P95H^* mice. (**D**) Quantitative RT-PCR analysis of *Myb* mRNA expression in the bone marrow cells from *Ep300*Δ*/*Δ*Srsf2^P95H^* and *Srsf2^P95H^* mice. *P* values were determined using 2-tailed Student’s *t* tests for **B** and **D**. The pictures of mice are from Biorender.

**Figure 6:**
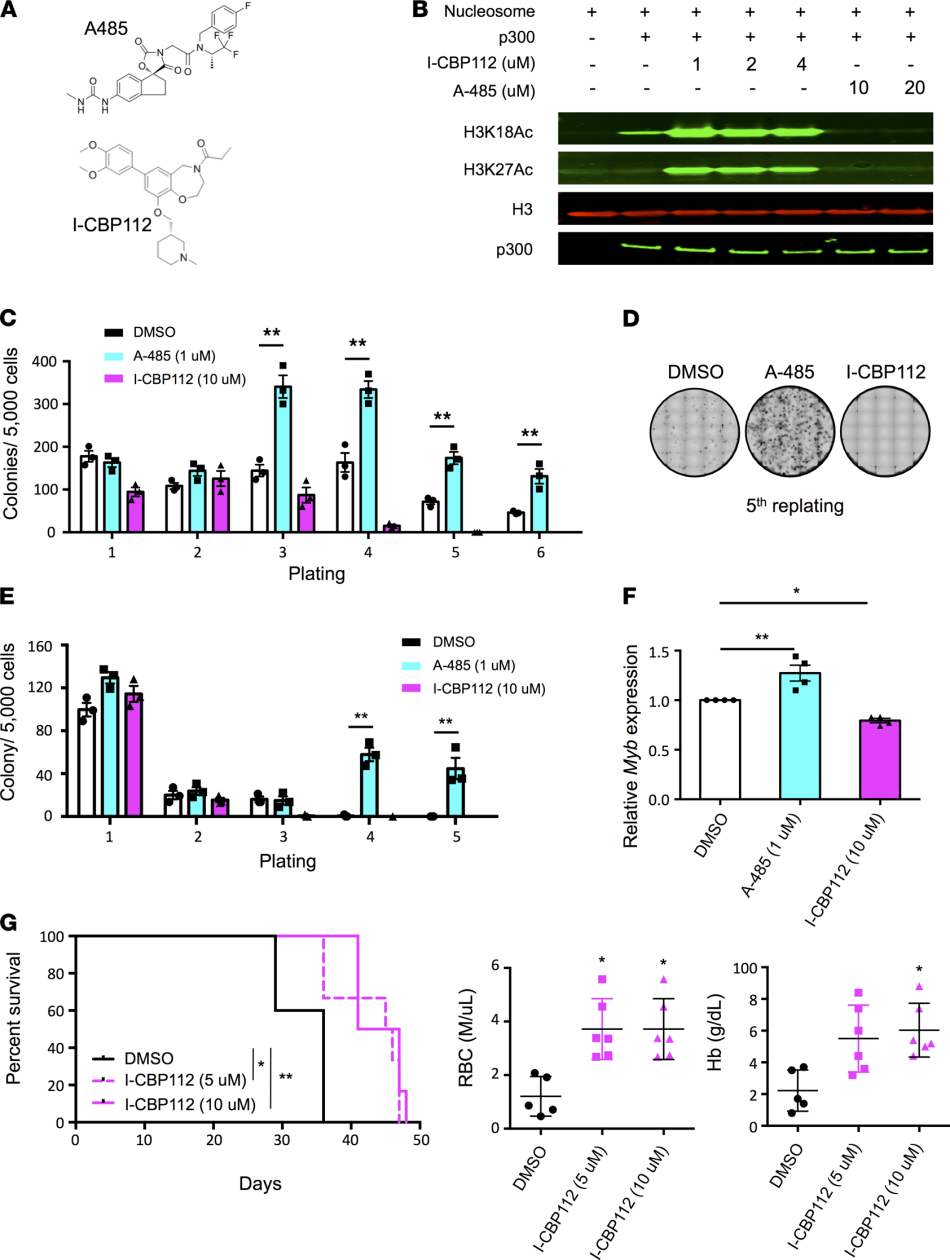
Augment of p300 KAT activity impairs the self-renewal and proliferation capacity of *Tet2*-deficient HSPCs. (**A**) Chemical structures of the p300 KAT inhibitor (A-485) and activator (I-CPB112) utilized in this study. (**B**) In vitro acetylation assay showing levels of acetylated H3K18 (H3K18Ac) and H3K27 (H3K27Ac) using polynucleosomes and recombinant p300 after treatment with the indicated doses of A-485 and I-CBP112. H3 total was used as loading control. (**C**) Number of colonies per 5000 cells seeded during serial replating of *Tet2^–/–^* cells treated with DMSO, A-485 (1 μM), or I-CBP112 (10 μM). (**D**) Representative morphology of colonies after 5 replatings in methocult M3434 in the indicated conditions. (**E**) Number of colonies per 5000 cells seeded during serial replating of *Tet2^+/–^* cells treated with DMSO, A-485 (1 μM), or I-CBP112 (10 μM). (**F**) Quantitative RT-PCR analysis of *Myb* mRNA expression in *Tet2^–/–^* LK cells after treatment with DMSO, A-485 (1 μM), or I-CBP112 (10 μM). (**G**) Kaplan-Meier survival curve of recipient mice after being transplanted with the bone marrow cells obtained from leukemic *Tet2^–/–^* mice treated ex vivo with DMSO or I-CBP112 (5 μM and 10 μM), and RBC count and Hb levels in peripheral blood 4 weeks after transplantation. *P* values were determined using 1-way ANOVA tests for **C** and **G** and 2-way ANOVA tests for **E** and **F**. HSPCs, hematopoietic stem and progenitor cells; LK, Lin^–^ c-Kit^+^; Hb, hemoglobin.

## References

[1] Goyama S, Kitamura T (2017). Epigenetics in normal and malignant hematopoiesis: an overview and update 2017. Cancer Sci.

[2] Sperling AS (2017). The genetics of myelodysplastic syndrome: from clonal haematopoiesis to secondary leukaemia. Nat Rev Cancer.

[3] Kennedy JA, Ebert BL (2017). Clinical implications of genetic mutations in myelodysplastic syndrome. J Clin Oncol.

[4] AACR Project GENIE Consortium (2017). AACR project GENIE: powering precision medicine through an international consortium. Cancer Discov.

[5] Smith AE (2010). Next-generation sequencing of the TET2 gene in 355 MDS and CMML patients reveals low-abundance mutant clones with early origins, but indicates no definite prognostic value. Blood.

[6] Saint-Martin C (2009). Analysis of the ten-eleven translocation 2 (TET2) gene in familial myeloproliferative neoplasms. Blood.

[7] Delhommeau F (2009). Mutation in TET2 in myeloid cancers. N Engl J Med.

[8] Pan F (2017). Tet2 loss leads to hypermutagenicity in haematopoietic stem/progenitor cells. Nat Commun.

[9] Moran-Crusio K (2011). Tet2 loss leads to increased hematopoietic stem cell self-renewal and myeloid transformation. Cancer Cell.

[10] Cimmino L (2017). Restoration of TET2 function blocks aberrant self-renewal and leukemia progression. Cell.

[11] Zhao Z (2016). The catalytic activity of TET2 is essential for its myeloid malignancy-suppressive function in hematopoietic stem/progenitor cells. Leukemia.

[12] Li Z (2011). Deletion of Tet2 in mice leads to dysregulated hematopoietic stem cells and subsequent development of myeloid malignancies. Blood.

[13] Zhang X (2016). Identification of focally amplified lineage-specific super-enhancers in human epithelial cancers. Nat Genet.

[14] Dancy BM, Cole PA (2015). Protein lysine acetylation by p300/CBP. Chem Rev.

[15] Rebel VI (2002). Distinct roles for CREB-binding protein and p300 in hematopoietic stem cell self-renewal. Proc Natl Acad Sci U S A.

[16] Kasper LH (2006). Conditional knockout mice reveal distinct functions for the global transcriptional coactivators CBP and p300 in T-cell development. Mol Cell Biol.

[17] Haery L (2014). Histone acetyltransferase-deficient p300 mutants in diffuse large B cell lymphoma have altered transcriptional regulatory activities and are required for optimal cell growth. Mol Cancer.

[18] Wang L (2011). The leukemogenicity of AML1-ETO is dependent on site-specific lysine acetylation. Science.

[19] Gao XN (2013). A histone acetyltransferase p300 inhibitor C646 induces cell cycle arrest and apoptosis selectively in AML1-ETO-positive AML cells. PLoS One.

[20] Kongkiatkamon S (2019). Molecular characterization of EP300 mutant myeloid neoplasia. Blood.

[21] Cheng G (2017). Loss of p300 accelerates MDS-associated leukemogenesis. Leukemia.

[22] Man N, Nimer SD (2018). p300 suppresses leukemia development in NUP98-HOXD13 driven myelodysplastic syndrome. Oncotarget.

[23] Taylor J (2020). Single-cell genomics reveals the genetic and molecular bases for escape from mutational epistasis in myeloid neoplasms. Blood.

[24] Zhang YW (2017). Acetylation enhances TET2 function in protecting against abnormal DNA methylation during oxidative stress. Mol Cell.

[25] Rasmussen KD (2019). TET2 binding to enhancers facilitates transcription factor recruitment in hematopoietic cells. Genome Res.

[26] Rasmussen KD (2015). Loss of TET2 in hematopoietic cells leads to DNA hypermethylation of active enhancers and induction of leukemogenesis. Genes Dev.

[27] Bowman RL, Levine RL (2017). TET2 in normal and malignant hematopoiesis. Cold Spring Harb Perspect Med.

[28] Berest I (2019). Quantification of differential transcription factor activity and multiomics-based classification into activators and repressors: diffTF. Cell Rep.

[29] Li R (2018). TET2 loss dysregulates the behavior of bone marrow mesenchymal stromal cells and accelerates Tet2-/--driven myeloid malignancy progression. Stem Cell Reports.

[30] Graf T (1992). Myb: a transcriptional activator linking proliferation and differentiation in hematopoietic cells. Curr Opin Genet Dev.

[31] Rothenberg EV (2014). Transcriptional control of early T and B cell developmental choices. Annu Rev Immunol.

[32] Radtke F (2004). Notch regulation of lymphocyte development and function. Nat Immunol.

[33] Qian P (2018). Retinoid-sensitive epigenetic regulation of the Hoxb cluster maintains normal hematopoiesis and inhibits leukemogenesis. Cell Stem Cell.

[34] Wang X (2018). MYB — a regulatory factor in hematopoiesis. Gene.

[35] Gonda TJ (1989). Activation of c-myb by carboxy-terminal truncation: relationship to transformation of murine haemopoietic cells in vitro. EMBO J.

[36] Patel G (1993). v-myb blocks granulocyte colony-stimulating factor-induced myeloid cell differentiation but not proliferation. Mol Cell Biol.

[37] Wang R (2018). Targeting lineage-specific MITF pathway in human melanoma cell lines by A-485, the selective small-molecule inhibitor of p300/CBP. Mol Cancer Ther.

[38] Lasko LM (2017). Discovery of a selective catalytic p300/CBP inhibitor that targets lineage-specific tumours. Nature.

[39] Zucconi BE (2016). Modulation of p300/CBP acetylation of nucleosomes by bromodomain ligand I-CBP112. Biochemistry.

[40] Lobry C (2013). Notch pathway activation targets AML-initiating cell homeostasis and differentiation. J Exp Med.

[41] Sandberg ML (2005). c-Myb and p300 regulate hematopoietic stem cell proliferation and differentiation. Dev Cell.

[42] Uttarkar S (2016). Targeting acute myeloid leukemia with a small molecule inhibitor of the Myb/p300 interaction. Blood.

[43] Weinert BT (2018). Time-resolved analysis reveals rapid dynamics and broad scope of the CBP/p300 acetylome. Cell.

[44] Benton CB (2017). Targeting histone acetylation: readers and writers in leukemia and cancer. Cancer J.

[45] Wang J (2014). Loss of Asxl1 leads to myelodysplastic syndrome-like disease in mice. Blood.

[46] Amemiya HM (2019). The ENCODE blacklist: identification of problematic regions of the genome. Sci Rep.

[47] Corces MR (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat Methods.

[48] Buenrostro JD (2015). ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol.

How the deposited data were processed for this re-analysis (not part of the article)

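ChIP-Seq of H3K27ac, H3K4me1, and H3K4me3 in Lin- bone marrow cells of WT, *Ep300*Δ*/*Δ, *Tet2-/-*, and *Ep300*Δ*/*Δ*Tet2-/-* mice gave 12 peak lists, 1 library for each genotype and mark. Of the 20 samples of the series, the 8 for H3 and H3K27me3 have no peak list and were not analysed here as data of their own. Samples were mapped to genotype and mark from the sample labels, checked against the antibodies named in the methods. For the H3 libraries, the background of the peak calls, the labels and the methods give different Abcam catalog numbers, which stays unresolved. The RNA-Seq, ATAC-Seq, Myb ChIP-Seq, and 5-hMeDIP-Seq experiments were not analysed here.

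The authors trimmed the reads with Cutadapt, aligned them to mm10 with BWA, removed duplicates with Picard, kept reads of high mapping quality outside the mm10 blacklist, and called narrow peaks with macs2 on each library against the H3 library. They kept peaks found in pseudo-replicates, with a stated *q* under 0.05. The deposited lists give for each peak its position and summit, a score that follows the *P* value, a fold enrichment over the H3 library, and the −log10 of the *P* value and of the *q* value. The authors' fold, score, and −log10 values describe 1 list each and were never compared between lists as amounts. The score was not used. The authors' processing could affect the measurements because the number of peaks moves with the depth and yield of a library, which peak lists do not give, and because a region just under the threshold in 1 list counts as absent there. The lists are not scaled by the spike-in, as far as the methods describe.

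Lists were compared as in the methods: the 2 lists were merged, and a merged region was lost or gained when it had no overlap of at least 1 bp with a peak of the other list. Promoters were 3000 bp on either side of every transcript start of GENCODE release 21 (Ensembl release 96) on GRCm38, the assembly also called mm10. Active enhancers were H3K27ac peaks that overlapped an H3K4me1 peak of the same genotype and no promoter. Each region was given to the gene with the nearest transcript start. Consensus sequences for 7 motifs were searched on both strands within 100 bp of peak summits in the GRCm38 sequence, with retained enhancers as the comparison. The upregulated genes of Supplemental Table 4 were compared with 10000 random gene lists of the same size, drawn from genes with an active enhancer and matched on the number of enhancers per gene, with genes that had 6 or more in one group. This percentile describes these libraries and is not a *P* value. Of Supplemental Table 2 the first 1999 of 3525 rows were held, which include its whole column of gained enhancers.

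The genes named in the text were fixed before the data were examined: *Ep300*, *Tet2*, *Myb*, *Notch1*, *Dntt*, and the *Hoxb* cluster, which the paper names for these data, and the 5 lost and 5 gained enhancers with the highest fold enrichment in their list. A peak belonged to a gene when its nearest start was the gene's or when it overlapped the gene. The genes with the most lost enhancers, the upregulated genes with a gained enhancer, the span from *Ahi1* to *Hbs1l*, the neighbors of *Myb* within it, and the chromosome Y genes were chosen after their values were seen.

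With 1 library per genotype and mark there is no replicate error, and no test between genotypes was made. Shares carry exact Clopper-Pearson 95% intervals from the number of regions. Loss and gain were recomputed with another minimum overlap, a distance of 500 bp, stricter *q* values, lists of equal size, only the upper part of each list, other promoters, and other gene assignments, all planned, and with alternatives added afterwards. The counting code was tested on simulated data: lost and gained counts equaled those of bedtools in 14 of 14 comparisons, nearest starts equaled a full search in 500 of 500 regions, and of 200 simulated gene lists without enrichment 9 exceeded the 95th percentile of their random lists, against 200 of 200 lists simulated with 3-fold odds. The simulated lists held more genes than the 46 upregulated genes compared, so the power for those 46 was not measured. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, and matplotlib 3.10.9, and bedtools 2.31.1 for the comparison of counts. Pathway enrichment and a search with motif weight matrices were not made.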

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

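Both tests on chromosome Y in this part were chosen only after the result was seen, whereas the test on regions that changed in opposite ways was planned. None of these libraries has a replicate.

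The paper does not discuss chromosome Y. In the segment from *Zfy1* (725128) to *Usp9y* (ending at 1459782), the H3K4me3 list held 6 peaks in WT, 6 in *Tet2-/-*, and 5 in *Ep300*Δ*/*Δ*Tet2-/-* cells, and the H3K27ac list held 4 in each of these genotypes. They lay mostly at the starts of *Kdm5d*, *Eif2s3y*, *Uty*, and *Ddx3y*. *Ep300*Δ*/*Δ cells had 0 peaks there in any of the 3 marks. The H3K4me1 lists held none there in any genotype, so only H3K27ac and H3K4me3 carry information. The single chromosome Y peak of *Ep300*Δ*/*Δ cells, for H3K4me3, lay at 90744433 to 90744890, 8167 bp from *Mid1-ps1*, and overlapping peaks were present in the other 3 genotypes. A lower depth or yield of the *Ep300*Δ*/*Δ libraries predicts that autosomal peaks of like strength are missing in a large share. Of 24360 autosomal WT H3K4me3 peaks with a fold enrichment of at least 3.68, that of the weakest of the 6 peaks on chromosome Y, 12.5% (interval, 12.1% to 13.0%) were missing from the *Ep300*Δ*/*Δ list, which argues against depth as the cause of losing all 6. Libraries that hold no male cells would have 0 peaks there, but this count is the observation itself and does not test the explanation. Cells of female mice, a loss of chromosome Y in male cells, or another sample under this label could each give it, and peaks do not separate these. The *Xist* start had H3K27ac and H3K4me3 peaks in all 4 genotypes and does not separate them either. The paper states that male and female mice entered the study, without a sex for each library, so sex stays open as an untested difference between WT and *Ep300*Δ*/*Δ cells. Without chromosomes X and Y, an alternative chosen after seeing the data, 11437 regions were lost and 2542 gained from WT to *Ep300*Δ*/*Δ cells. Differences on the autosomes that go with sex would remain in these numbers.

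Some H3K27ac regions changed in opposite ways on the 2 backgrounds: 380 were lost after *Ep300* deletion in *Tet2*-null cells and gained in WT cells, and 500 were gained in *Tet2*-null and lost in WT cells, 880 in all. By comparison, 2463 regions were lost on both backgrounds and 275 gained on both. Whether the effect of the deletion differs between the backgrounds was not tested, because each value rests on 1 library. Of the 880, 3 were in the strongest of 4 equal parts of their list (0.341%; interval, 0.0704% to 0.993%). This value decides nothing, because lost and gained regions in general were rarely in the strongest part. Regions near the calling threshold that enter or leave a list by chance and real opposite changes of weak regions cannot be told apart here, and an effect of *Tet2* loss stays open.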

How the results depend on the processing

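Requiring *q* under 0.05, leaving out chromosomes X and Y, the combined changes of promoter and enhancer definition, the paper's own list of genes, and the weighting of retained enhancers were chosen only after the data were seen; the other alternatives here were planned. No paired analysis was possible because each genotype and mark has a single library. Of 110 values under an alternative, 80 stayed close to the value reported and 30 moved, with 28 of the moves among the 84 planned values and 2 among the 26 added ones. A count stayed close when it was within 1.5 times the reported one. Several motif differences changed sign, all from values whose interval included 0.

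Apart from lists of equal size, the ratio ran from 3.38 to 5.90 lost regions per gained region on the *Tet2*-null background, from 4.40 to 18.1 on the WT background, and from 2.97 to 4.23 for active enhancers. With lists of equal size, lost regions fell to 4154 on the *Tet2*-null and 6003 on the WT background and lost enhancers to 1637, and the ratios fell to 1.09, 1.57, and 1.04. For H3K27ac regions the ratios carry no evidence for or against a loss, because with equal numbers of peaks the excess of losses is fixed by how many peaks merge into shared regions. The number of enhancers is not fixed in this way, and with 1637 lost and 1570 gained their excess of losses was nearly gone; the cause was not tested. When only peaks above the median fold enrichment of their list could count, 1433 regions were lost and 243 gained on the *Tet2*-null background, 1891 lost and 191 gained on the WT background, and 556 enhancers were lost and 154 gained. Fewer regions can count by construction, and the numbers fell by far more than the change in eligible regions because most lost and gained regions were weak.

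At a −log10 *q* of at least 5, 1695 regions were gained on the *Tet2*-null and 577 on the WT background, 2571 enhancers were lost and 608 gained, and *Ep300*Δ*/*Δ cells kept 14183 H3K27ac peaks. At a −log10 *q* of at least 2, gained regions on the WT background numbered 1594. Fewer peaks enter under these thresholds. The gains on the WT background fell the most, and the *Ep300*Δ*/*Δ list had the largest share of peaks with a high *q*. When peaks within 500 bp counted as shared, 1628 regions were gained on the WT background, and the cause was not tested. With promoters of 1000 bp and only the segment shared by H3K27ac and H3K4me1, 1755 enhancers were gained, since fewer regions are set aside as promoters.

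Ranked by −log10 *q* in place of fold enrichment, the share lost in the strongest, next, and weakest of 4 equal parts was 0.490%, 15.9%, and 80.5% for *Tet2-/-* and 0.751%, 19.3%, and 81.9% for WT regions, which is a steeper order in the same direction. The cause was not tested. For motifs, the difference between lost and retained enhancers changed with the window: with 250 bp on either side of the summit it was -3.50 percentage points for ETS, -0.732 for RUNX, and -2.78 for IRF. Against shuffled sequences it was 2.81 points for ETS and 0.506 for IRF. The cause of these changes was not tested, apart from the comparison itself, which is another one with shuffled sequences. The differences for GATA, NF-κB, MYB, and CTCF stayed within the reported intervals when only the window, only the comparison, or only the weighting was changed. With 250 bp and shuffled sequences together, the GATA difference was 2.98 points, above its reported interval. With 250 bp and weighted retained enhancers together, the NF-κB difference was -1.38 points, below its reported interval. MYB and CTCF stayed within theirs in both combinations. With protein-coding starts only, 22 upregulated genes had a gained enhancer, and with the paper's list of genes at gained enhancers 28 did; the cause was not tested.

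Some limits of the data hold under each setting. The depth of the libraries is unknown, so a weak region called in 1 list only cannot be separated from a region that passed the threshold by chance. The intervals do not cover differences between mice. Peaks of Lin- cells also do not separate a change within cells from a change in the mix of cell types. The paper reports a larger share of LSK cells among Lin- cells after the deletion in *Tet2*-deficient but not in WT mice. Across 16 settings for enhancers, *Notch1* had a lost enhancer in 15 and a gained one in 5, the *Hoxb* cluster had a gained one in 13, *Dntt* had a lost one in 3, and *Myb* had neither in any when enhancers were given to the nearest start. The 4 lost enhancers of *Notch1*, all under the median fold enrichment of their list, fell to 0 when only peaks above it counted, to 1 at a −log10 *q* of at least 5, and to 1 lost beside 1 gained with lists of equal size. With the nearest protein-coding start, *Myb* had a lost enhancer in 14 settings and a gained one in 2.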

Differences from the paper's values

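The paper reports a gain of 1732 active enhancers, and 1146 were found here. Of the alternatives set before the data were examined, 6 brought the number within 1.5 times the paper's: 1176 with an overlap of at least 50% of the smaller region, 1570 with lists of equal size, 1385 with promoters of 1500 bp on either side, 1326 with promoters defined by H3K4me3, 1469 with promoters of protein-coding transcripts only, and 1290 with only the segment shared by H3K27ac and H3K4me1. The gap stayed with peaks within 500 bp taken as shared (965), without merging (1147), at a −log10 *q* of at least 2 (1069) and of at least 5 (608), with H3K4me1 required in either genotype (1044), and with only the upper part of each list (154). Promoters of 1000 bp together with the shared segment gave 1755 gained and 5216 lost enhancers, against the paper's 1732 and 5204, and promoters of 1500 bp around protein-coding starts gave 1646 and 5290; both were chosen after seeing the values. With *q* under 0.05 in every list, also chosen after seeing the values, 1112 were gained.

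The gene lists of the paper's Supplemental Tables 2 and 4 share 28 upregulated genes with gained enhancers, and 14 were found here. All 14 are among the paper's 28. Assigning enhancers to the nearest protein-coding start, an alternative set before the data were examined, gave 22, which is within 1.5 times, and a limit of 100 kb to the nearest start left 14. The paper's own list of gained enhancers, used after seeing the values, gives 28.

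The paper places *Myb* among the upregulated genes with gained enhancers. Here *Myb* had 0 gained enhancers by the nearest start. It had one only when promoters were taken from protein-coding transcripts and enhancers were given to the nearest protein-coding start, or when promoters were narrowed to 1500 bp around protein-coding starts with the same assignment; these combinations were chosen after seeing the values. The paper's Supplemental Table 2 lists *Myb* 1 time among the gained enhancers, and Supplemental Table 4 lists it 1 time among the upregulated genes. The paper also names the *Hoxb* cluster there. A gained enhancer near *Hoxb5os* was found here, within an H3K4me3 peak of both genotypes. Supplemental Table 2 lists *Hoxb5os* 2 times, while the upregulated genes of Supplemental Table 4 include 0 *Hoxb* genes. The paper names *Dntt* among genes with lost enhancers, and 0 were lost here at that gene. With promoters of 1500 bp on either side, 1 was lost. This alternative was set before the data were examined and is another reading of the paper's 3 kb window. A lost enhancer at *Dntt* was also found with both combined definitions chosen after seeing the values. The paper reports motif enrichment in the altered enhancers for 6 families. Here, within 100 bp of the summit, ETS and RUNX were more frequent in lost enhancers than in shuffled sequences beyond the intervals. Within 250 bp, an alternative set before the data were examined, so were GATA (13.8%; interval, 12.8% to 14.9%, against 10.8%; 9.89% to 11.8%) and IRF (5.90%; 5.18% to 6.68%, against 3.29%; 2.76% to 3.90%), which makes 4 of the 6 families. None of the 6 was more frequent in lost than in retained enhancers beyond the intervals at either width. Within 100 bp, GATA, IRF, and NF-κB were also higher in lost enhancers than in shuffled sequences, with overlapping intervals. Intervals that overlap do not exclude a difference, so the count of families is no evidence against the others.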

Other observations

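The test of a lower yield in all marks, the shares outside promoters with lists of equal size, the enhancers with an H3K27ac peak in both genotypes, and the shares on chromosome X were chosen only after the results were seen, and the other tests in this part were planned.

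On the *Tet2*-null background 3.45 H3K27ac regions were lost for each one gained. Outside promoters the median GC content of lost regions was -0.498 percentage points from that of retained regions and that of gained regions -1.99 points. Retained regions were mostly the stronger ones, and GC content was not compared at like strength, so this does not decide about a GC content bias between the libraries. Lost regions had more GC than gained ones, 52.2% against 50.7% outside promoters and 55.2% against 52.7% at promoters, and such a bias stays open. The share lost was 31.1% for H3K4me1 and 13.3% for H3K4me3 against 37.8% for H3K27ac. These shares do not decide about a lower yield in all marks of the *Ep300*Δ*/*Δ*Tet2-/-* cells, because a lower yield takes weak peaks first and the lists of the marks need not hold like shares of weak peaks. Such a yield stays open. A lower yield of the H3K27ac library alone could give the pattern, because 1.91% of the strongest of 4 equal parts of the *Tet2-/-* list was lost, as regions near the calling threshold would predict. A partial loss of acetylation by p300 that takes weak regions under the threshold predicts the same and stays open.

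Regions outside promoters were lost more often than those at promoters, 61.9% against 26.8%. If this came only from their lower fold enrichment, the shares would be alike within each of the 4 equal parts of the list. In the strongest part 5.81% (interval, 4.01% to 8.10%) was lost outside and 1.51% at promoters (81 of 5367 regions), and in the weakest 81.5% and 64.6%, which argues against fold enrichment as the whole cause. Regions outside promoters may still be called less repeatably than promoters for other reasons, such as their width. With lists of equal size, 41.7% (40.2% to 43.2%) of the lost and 46.0% (44.4% to 47.6%) of the gained regions lay outside promoters, against 17.4% of the retained ones, so lost regions did not lie outside promoters more often than gained ones there. On the WT background they did, 55.8% (3348 of 6003) of the lost against 42.2% (1610 of 3817) of the gained regions, by more than the counting error. A stronger dependence of enhancers than of promoters on p300 is a hypothesis that these libraries leave open.

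Regions lost on the *Tet2*-null background were lost on the WT background in 45.7% of cases. Weak regions drop out of any second list, so retained regions were weighted to the same fold enrichment in the *Tet2-/-* and WT lists. Of these, 19.8% (bootstrap interval, 18.3% to 21.0%) were lost on the WT background, which argues against weakness alone as the cause. A candidate explanation is a set of regions that depend on p300 with or without *Tet2*. The width of regions and a possible lower yield of the H3K27ac libraries after the deletion, which peak lists do not measure, were not tested and stay open, as does the sex of the WT and *Ep300*Δ*/*Δ mice. The mix of cell types among Lin- cells was not tested either.

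The highest enhancers by fold enrichment changed class without losing or gaining an H3K27ac call, which says nothing about amounts. All 5 named lost and all 5 named gained enhancers had an H3K27ac peak in both genotypes. Among all enhancers this was so for 85 of the lost (2.15%; interval, 1.72% to 2.65%) and 173 of the gained ones (15.1%; 13.1% to 17.3%). An H3K4me1 peak was missing in the other genotype at 57 and 137 of these, and present at 28 and 36. With H3K4me1 accepted from either genotype, 4002 enhancers were lost and 1044 gained.

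On chromosome X, 27.0% (interval, 23.3% to 31.0%) of H3K27ac regions were lost on the *Tet2*-null background, under the 35.4% to 41.7% of the autosomes. For H3K4me1 the share lost on chromosome X was 43.9% (41.1% to 46.7%), above the genome-wide share. On the WT background, chromosome X lost 30.9% (27.4% to 34.7%) of H3K27ac and 57.6% (54.6% to 60.5%) of H3K4me1 regions. The genome-wide shares there were 39.7% and 36.7%. No explanation was tested for any of these values, and the sex of the WT and *Ep300*Δ*/*Δ mice stays open.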
